# VEGF overexpressed mesoangioblasts enhance urethral and vaginal recovery following simulated vaginal birth in rats

**DOI:** 10.1038/s41598-023-35809-x

**Published:** 2023-05-27

**Authors:** Marina G. M. C. Mori da Cunha, Bernard K. van der Veer, Giorgia Giacomazzi, Katerina Mackova, Laura Cattani, Kian Peng Koh, Greetje Vande Velde, Rik Gijsbers, Maarten Albersen, Maurilio Sampaolesi, Jan Deprest

**Keywords:** Adult stem cells, Muscle stem cells, Regeneration

## Abstract

Vaginal birth causes pelvic floor injury which may lead to urinary incontinence. Cell therapy has been proposed to assist in functional recovery. We aim to assess if intra-arterial injection of rat mesoangioblasts (MABs) and stable Vascular Endothelial Growth Factor (VEGF)-expressing MABs, improve recovery of urethral and vaginal function following simulated vaginal delivery (SVD). Female rats (n = 86) were assigned to either injection of saline (control), allogeneic-MABs (MABs^allo^), autologous-MABs (MABs^auto^) or allogeneic-MABs transduced to stably expressed VEGF (MABs^allo-VEGF^). One hour after SVD, 0.5 × 10^6^ MABs or saline were injected into the aorta. Primary outcome was urethral (7d and 14d) and vaginal (14d) function; others were bioluminescent imaging for cell tracking (1, 3 and 7d), morphometry (7, 14 and 60d) and mRNAseq (3 and 7d). All MABs injected rats had external urethral sphincter and vaginal function recovery within 14d, as compared to only half of saline controls. Functional recovery was paralleled by improved muscle regeneration and microvascularization. Recovery rate was not different between MABs^allo^ and MABs^auto^. MABs^allo-VEGF^ accelerated functional recovery and increased GAP-43 expression at 7d. At 3d we detected major transcriptional changes in the urethra of both MABs^allo^ and MABs^allo-VEGF^-injected animals, with upregulation of Rho/GTPase activity, epigenetic factors and dendrite development. MABS^allo^ also upregulated transcripts that encode proteins involved in myogenesis and downregulated pro-inflammatory processes. MABs^allo-VEGF^ also upregulated transcripts that encode proteins involved in neuron development and downregulated genes involved in hypoxia and oxidative stress. At 7d, urethras of MABs^allo-VEGF^-injected rats showed downregulation of oxidative and inflammatory response compared to MABS^allo^. Intra-arterial injection of MABs^allo-VEGF^ enhances neuromuscular regeneration induced by untransduced MABs and accelerates the functional urethral and vaginal recovery after SVD.

## Introduction

Pelvic floor dysfunction (PFD) is a condition with significant physical, mental and social consequences for women worldwide. Childbirth and pregnancy are crucial contributing factors in its pathophysiology. Delivery is a serious traumatic event, causing anatomical and functional changes in the pelvic floor. Passage of the fetal head causes high and sustained pressure and deformation of the pelvic floor^1^ leading to both ischemia and reperfusion and stretch-related injury to nerves, muscles and the supporting structures^2^. Whereas PFD may be present early after delivery, in some women these dysfunctions persist or resurface at a later age. Hypothesizing that symptomatic women may be those who *incompletely recover* morphologically from the trauma caused by vaginal delivery, a secondary prevention strategy by cell therapy administration around the time of the trauma has been suggested in patients with stress urinary incontinence or being at high risk for it^2^, such as previous incontinence, prolonged second stage of labour, high birth weight or any indication of severe trauma evidenced by ultrasound.

In rats, the effects of vaginal birth can be simulated by vaginal distension (VD)^3^ and/or pudendal nerve crush (PNC)^4^. VD mimics the mechanical forces of vaginal delivery and PNC simulates the damage to the pudendal nerve occurring during childbirth. The combination of VD and PNC creates longer lasting functional and anatomical effects^5,6^, whereafter urethral function recovers by 21d postpartum evidenced by the frequency of external urethral sphincter (EUS) bursting^4^. Despite functional recovery, structural changes persist 9 weeks after SVD^5^. Beside urethral injury, SVD also induces structural and functional vaginal damage in rats^4^.

Several studies have been done to document the effects of different stem cell types on pelvic floor function recovery after vaginal birth^7–10^. Administration of stem cells after VD increased urinary LPP as well as the density of vessels, elastin and smooth muscle surrounding the urethra^8,11^. Mesoangioblasts (MABs) are vessel-derived stem cells with a high regenerative potential for muscular disorders^12,13^ and could therefore be good candidates for repairing birth injury. Therefore, we aimed to investigate their effects in a standardized animal model for SVD. Based on our previous findings, we have selected intra-arterial delivery, which resulted in the highest amount of and more homogenous distribution of MABs in relevant pelvic organs^14^.

MABs release several growth factors, such as VEGF, an angiogenic protein with therapeutic potential in ischemic disorders^15^. Moreover, VEGF is also pro-myogenic^16,17^, neuroprotective^18^ and induces nerve regeneration^19^. Therefore, it is reasonable to postulate that increased VEGF secretion by MABs may enhance the regeneration of the pelvic floor structures recovering from vaginal birth injury. The advantages of using genetically modified stem cells as vehicles include the fact that they can ensure a continuous and concentrated local supplementation of diffusible therapeutic molecules, reducing off-target delivery and also the side-effects of systemic administration^20^. MABs show a high adhesion-dependent migratory capacity and can reach perivascular targets especially in damaged areas^21^. Thus, MABs may be effective production sites to ensure stable VEGF delivery, promoting differentiation, survival, and functionality of neurons and muscle cells. Herein we also aimed to evaluate the potential of stable VEGF-expressing MABs in promoting nerve and muscle regeneration of urethra and vagina after SVD injury in rats.

## Materials and methods

### Study design

This study was set up to evaluate the effect of intra-arterial injected MABs in the recovery of the urethral sphincter and the vagina following SVD. The primary outcome was urethral function, evidenced by the frequency of bursting of the EUS during micturition, as measured by micro-ultrasound^22^. This study consists of two phases. First, we investigated how different types of MABs (allogeneic, autologous and VEGF-overexpressed allogeneic cells) boost urogenital functional recovery and investigate their fate in the pelvic region (Fig. 1). Second, we selected relevant groups for further morphological and genetic characterization, to understand the mechanism of the observed functional improvement by VEGF overexpression observed. This study is reported in accordance with ARRIVE guidelines.

**Figure 1:**
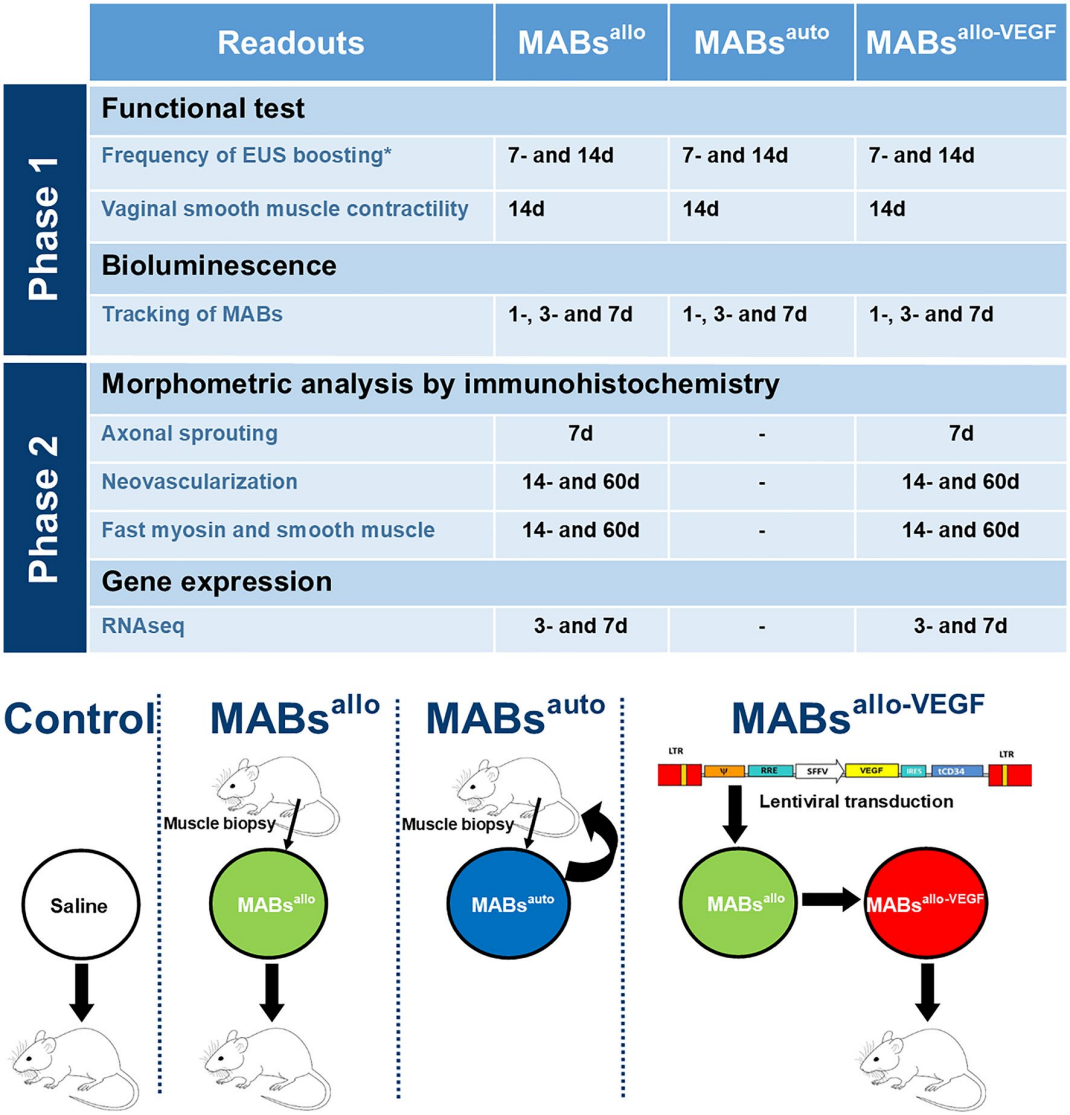
Timeline and design of the experiments: In the MABs^auto^ group, a muscle biopsy is taken at 3-weeks of age, cells are isolated, expanded and re-injected in the same rat 9 weeks later. Control animals are injected with the same volume of vehicle (saline). In the MABs^allo^ group, a muscle biopsy is taken from the gastrocnemius of a 3-weeks old rat and after isolation and expansion, the cell line is injected in a different rat than the donor, who is 12-weeks old. In the MABs^allo-VEGF^ group, the same is done as in the MABs^allo^ group, but cells are transduced with a lentiviral vector encoding VEGF. *MABs*^*auto*^ autologous mesoangioblasts, *MABs*^*allo*^ allogeneic mesoangioblasts, *MABs*^*allo-VEGF*^ VEGF-overexpressed allogeneic mesoangioblasts. Control group: saline injection. *Primary outcome measure.

### Mesoangioblasts

Skeletal muscles from both hind limbs were harvested, processed and characterized as previously described^14^. To enable tracking MABs after injection in vivo and in real time, and to prove cell viability, MABs were transduced with a lentiviral vector LV_CMV-eGFP-T2A-fLuc. For MABs^allo-VEGF^ treatment, LV_SFFV-VEGF165-T2A-tCD34 (VEGF165 cDNA co-expressed with a truncated form of CD34) was used. Vector constructions were used at 1:100 concentration for 48 h (virus titer 2.34e+08 TU/mL). MABs were subsequently sorted as a GFP^+^ fraction. All vectors are constructed and produced by the Leuven Viral Vector Core. Details are described in S1. Details on the isolation and process of mesangioblasts can be seen in the Supplementary S1.

### Cytokine secretion profiling by cytokine antibody array

Rat Cytokine Antibody Array–Membrane (34 targets/ab133992, abcam, USA) was used to assess the efficacy of transduction and to profile the secretion of MABs^allo-VEGF^ compared to MABs^allo^. Experiment was carried out in accordance with manufacturer’s instructions. Details are described in Supplementary S2.

### Animals: birth injury model and treatments

The animal experiments were approved by the Animal Ethics Committee of the KU Leuven (P271-2015) and performed according to international guidelines. Seventy-four female virgin 12-week-old (250–300 g) Sprague–Dawley rats were used. Rats were anesthetized by intraperitoneal injection of ketamine (70 mg/kg), xylazine (7.5 mg/kg) and buprenorphine (0.05 mg/kg) and SVD was simulated by PNC + VD, as described previously^4,23^. One hour after SVD, rats were randomly assigned to receive an intra-aortic injection of 0.5 × 10^6^ MABs (total volume = 0.8 mL) as described previously^14^. Controls received only saline. Details are described in Supplementary S3.

### Functional analysis

#### External urethral sphincter bursting by micro-ultrasound

Here we proposed the use of micro-ultrasound to assess the function of the EUS because it is a noninvasive and reproducible measurement method. We have previously documented the time course of events and functional recover after SVD using this method^24^. Rats were anesthetized with urethane (Sigma-Aldrich; 1.2 g/kg subcutaneously). During cystometry, the EUS was imaged using the Vevo 2100 micro-ultrasound platform and MS400 (30 MHz) probe (VisualSonics Inc., Toronto, Canada). Bursting activity of the urethral outlet reflects rhythmic opening and closing of the outlet to produce a pulsatile flow of urine^24^. Bursting of the EUS during micturition, which was confirmed by leakage of urine from the meatus, and coinciding with an increase in bladder pressure, was recorded in the motion mode (M-mode). A minimum of three micturition cycles were recorded per animal. Subsequent analysis was performed off-line with the Vevo LAB software (version 3.1.1). The frequency of EUS bursting was calculated and averaged over three cycles for each rat.

#### Vaginal strip contractility

Smooth muscle-strip contractility was determined using a standardized protocol^4^ on the middle segment of the vagina, since that contains more smooth muscle tissue than the other segments. The contractile responses were normalized to tissue wet weight and to the maximum KCl response for the CA protocol. Dose–response curves were fitted and the half maximal effective concentration (EC_50_) was calculated. Details are described in Supplementary S4.

### Bioluminescence in vivo imaging

Cells were tracked in vivo by bioluminescence imaging (BLI) (IVIS Spectrum, Perkin Elmer) and images analyzed with software provided by the manufacturer (Living Image version 4.5). Rats were first anesthetized with 1.5% of isoflurane in 100% of oxygen and then given a single injection containing d-luciferin potassium salt dissolved in PBS (126 mg/kg, SC). Next, consecutive frames were acquired for five minutes until the maximum signal intensity was reached. A region of interest was drawn around the pelvic organs. The total flux (p/s) was measured within this region. BLI data was obtained 1d, 3d and 7d following MABs^eGFP/fLUC^ injection.

### Histology and immunohistochemistry

Whole pelvic floor organs were fixed in formalin, embedded in paraffin, cut into 5 µm sections, and stained with Masson trichrome. Alpha smooth muscle actin (α-SMA) staining was used to assess smooth muscle, Fast Myosin, a marker of type II muscle fibers, CD-34, a marker for endothelial cells, to assess vasculature and GAP-43, an axonal sprouting marker, used to evaluate peripheral nerve regeneration. All morphological analyses were performed using ImageJ software. Details are described in Supplementary S5.

### mRNAseq library preparation and analysis

RNA isolated from urethral tissue (n = 4) was used for mRNAseq libraries using the Lexogen QuantSeq 3ʹ library prep kit and sequenced for a minimum of 1 million SE50 reads per sample at the Genomics Core. Adapter-filtered reads were aligned to Rattus Norvegicus reference genome Rnor6.0 using Hisat2 and gene expression was quantified using HT-seq Count. DESeq2 was used to determine differentially expressed genes. CusterProfiler was used for GO-term enrichment analysis. Details are described in Supplementary S6.

### Statistics

ANOVA statistical tests were performed with Tukey post hoc tests if the data were normally distributed. When not, Kruskal–Wallis statistical tests were performed with Dunn’s post hoc test. Data are presented as mean and SD. Significance was reached when p < 0.05. Data were processed using GraphPad Prism version 5.00 for Windows (Graph Pad Prism, La Jolla, CA, USA).

## Results

### MABs^allo-VEGF^ boost functional urethral and vaginal recovery as compared to MABs^allo^

All rats injected with MABs^allo^ functionally recovered by 14d, whereas only half of the controls recovered. Injection with MABs^auto^ did not further improve that recovery (Fig. 2A). MABs^allo-VEGF^ enhanced the secretion of VEGF (5×) compared to untransduced MABs^allo^ as measured by a rat cytokine array (Supplementary Fig. 1). MABs^allo-VEGF^ accelerated urethral function recovery in 33% of the rats at 7d. Only rats injected with MABs^allo-VEGF^ showed a significant improvement of urethra and vaginal functional recovery at 14d (Fig. 2A,B). Bioluminescence imaging (BLI) was used to determine the longitudinal fate of injected cells (Fig. 2C,D). Up to 7d, there was a progressive decay in BLI signal intensity. Animals injected with MABs^allo-VEGF^ displayed a higher photon flux from the pelvis at 1 and 3d compared with MABs^allo^. Due to absence of significantly improvement using MABs^auto^, autologous cells were omitted from further experiments.

**Figure 2:**
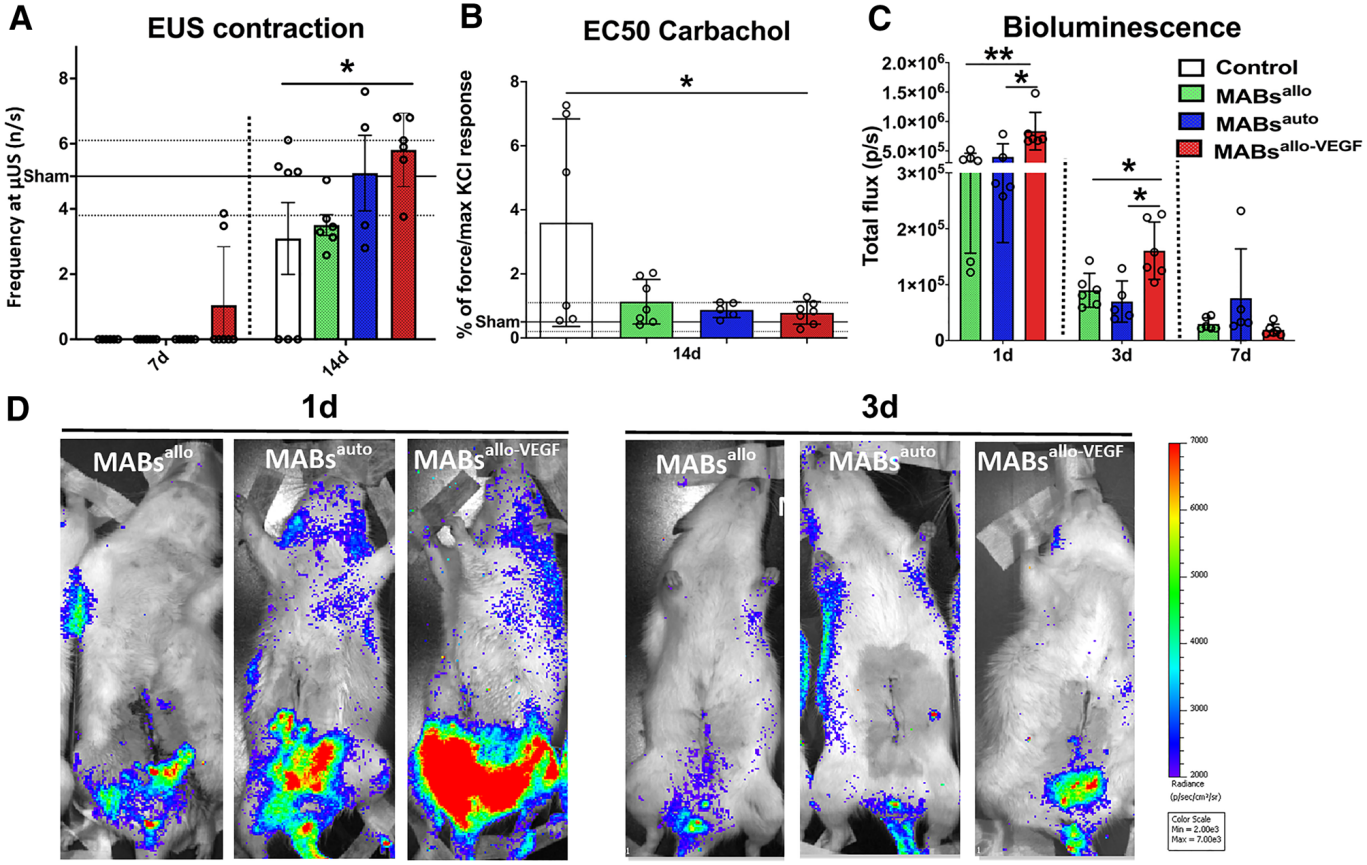
Injection of MABs^allo-VEGF^ accelerates the functional recovery of urethra and vagina, and increases the presence of the cells in the pelvic organs early on: (**A**) Histogram shows the frequency of bursting of the urethral sphincter at 7 and 14d after the injury. There is no measurable function at 7d post-injury, except in MABs^allo-VEGF^ injected rats, of whom 33% show recovery. At 14d, all rats injected with MABs show recovery, as compared to only half of the animals injected with saline. (**B**) Response of the vaginal smooth muscle layer to Carbachol at 14d. Values were normalized to the maximum response to KCl. Vaginal function was recovered in all animals injected with MABs at 14d, compared to only half of the animals in the control group. Only MABs^allo-VEGF^ showed a significantly lower level of EC50 of Carbachol compared to controls. (**C,D**) Longitudinal study of the fate of eGFP/fLUC transduced MABs following intra-arterial administration, as assessed by bioluminescence. (**C**) Histogram shows the signal intensity in the pelvic region at 1d, 3d and 7d. Rats injected with MABs^allo-VEGF^ showed a significantly higher amount of MABs in the pelvic region at 1 and 3d after injection. (**D**) Representative images showing signal in the pelvic region 1d and 3d after injection. *p < 0.05, **p < 0.001; ***p < 0.0001. The horizontal black full and dotted line represents the mean, maximum and the minimum of sham values. *MABs*^*auto*^ autologous mesoangioblasts, *MABs*^*allo*^ allogeneic mesoangioblasts, *MABs*^*allo-VEGF*^ VEGF-overexpressed allogeneic mesoangioblasts. Control group: saline injection. Data are shown as mean and StDev and individual data points.

### MABs promote muscle regeneration and neovascularization and MABs^allo-VEGF^ additionally boost axonal sprouting

Morphometric analysis of the EUS was done at 7d (GAP-43), 14d and 60d (Fast Myosin, α-SMA and CD34). Both cell-treated groups showed a significantly higher expression of Fast Myosin and α-SMA, compared to saline injected rats at 14d (Fig. 3A,D,E). Only MABs^allo-VEGF^ increased expression of these markers even further at 60d. Both cell-treated groups also showed increased neovascularization in urethral and vaginal specimens (CD34) at 14d and 60d (Fig. 3B,F, Supplementary Fig. 2A,B). They also showed enhanced axonal sprouting in the vagina at 7d (Supplementary Fig. 2C,D), however, in the urethra this effect was observed only in the MABs^allo-VEGF^ injected rats (Fig. 3C,G).

**Figure 3:**
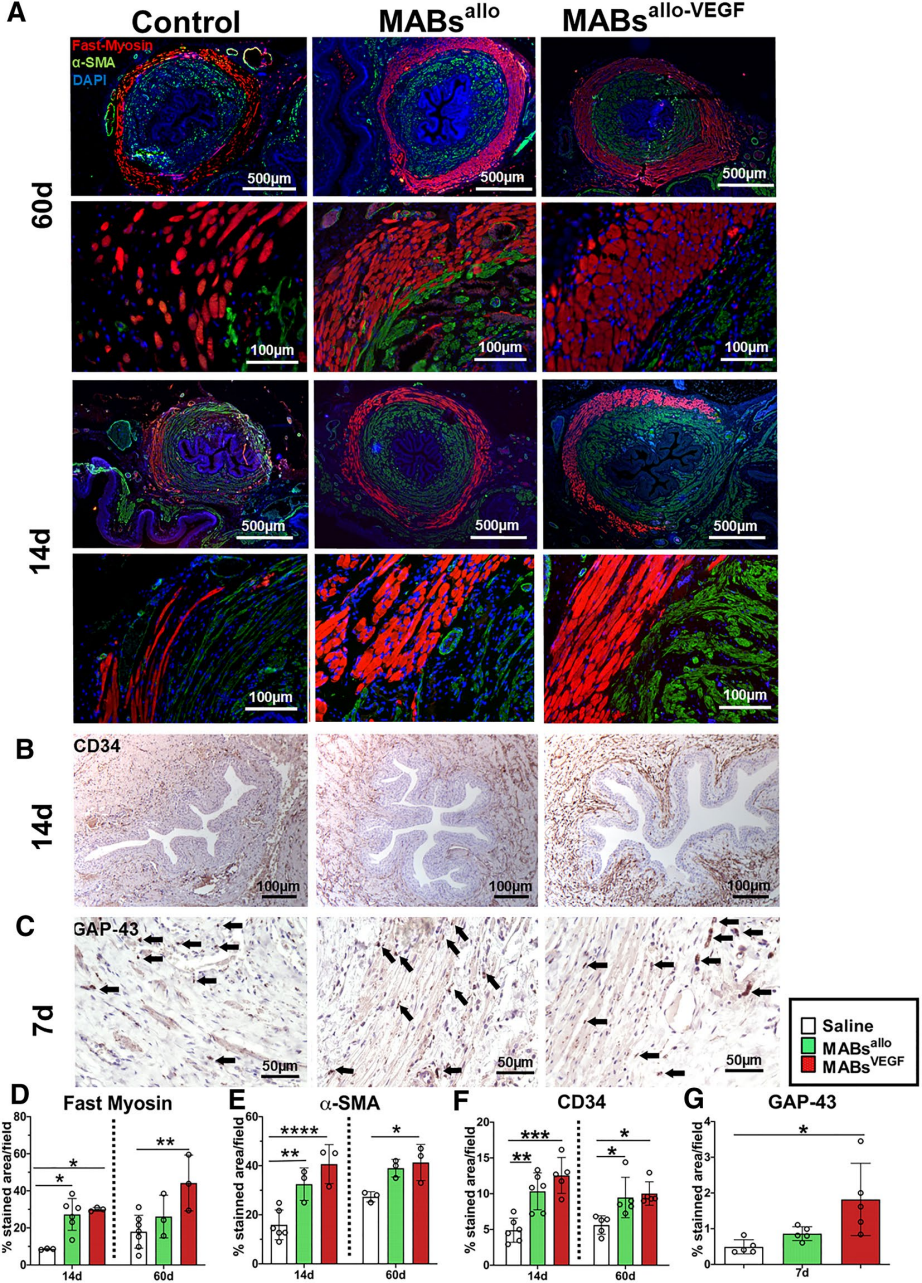
MABs promote myogenesis and neovascularization and MABs^allo-VEGF^ additionally promote axonal sprouting in the urethra following SVD. Representative images of immunostaining for: (**A**) smooth muscle (α-SMA—green) and fast skeletal muscle (Fast Myosin—red) in a mid-urethral section. Nuclei stained in blue (DAPI) at 14d and 60d after SVD; (**B**) endothelial cell marker (CD34) around the mid-urethra at 14d after injection and (**C**) nerve sprouting (GAP-43) around the mid-urethra at 7d after injection. At the bottom of the figure, histograms display counts for (**D**) Fast Myosin, (**E**) α-SMA, (**F**) tCD34 staining at 14d and 60d and (**G**) GAP-43 staining at 7d. At 14d, MABs^allo^ and MABs^allo-VEGF^ injected rats express significantly more Fast Myosin and α-SMA than controls. At 60d, MABs^allo-VEGF^ injected rats express significantly more Fast Myosin and α-SMA than controls. In controls, striated and smooth muscle fibers appear thinner than those injected with MABs at 14d and 60d after injury. MABs^allo^ and MABs^allo-VEGF^ increased neovascularization around the urethra compared to controls at 14d and 60d after injection. At 7d post injury, MABs^allo-VEGF^ rats showed a higher immunostained area for axonal sprouting marker compared to controls. *p < 0.05, **p < 0.001; ***p < 0.0001; ****p < 0.00001. *SVD* simulated vaginal delivery, *MABs*^*allo*^ Allogeneic mesoangioblasts, *MABs*^*allo-VEGF*^ VEGF-overexpressed allogeneic mesoangioblasts. Control group: saline injection. Data are shown as mean and StDev and individual data points.

### MABs^allo^ and MABs^allo-VEGF^ contribute to urethral regeneration early on

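Urethral RNA was taken 3d and 7d after SVD from rats given saline, MABs allo or MABs allo-VEGF, and the 6 groups held 4 samples each. The authors made 3ʹ mRNA libraries with the QuantSeq kit, aligned the reads to the rat genome Rnor6.0 with HISAT2, discarded multi-mapped reads, counted the reads per gene with HT-seq Count and divided the counts by DESeq2 size factors. The resulting table gives a normalized gene count for 32883 genes in 24 samples. In every sample 100% of the values were whole multiples of what 1 read is worth there, between 1.67 and 9.23 normalized counts, and so the reads behind each value were recovered. Between 2170695 and 10166052 reads per sample were counted on genes, with a median of 5246798. At 3d the reads ranged from 4851797 to 5249467 in saline (median 4925904), from 2170695 to 4491900 in MABs allo (median 3452557) and from 3042531 to 4261098 in MABs allo-VEGF (median 3928423). The corresponding ranges at 7d were 5244129 to 6986159 (median 5551262), 5478333 to 10166052 (median 5609737) and 5415577 to 6288841 (median 6061878). Replicates of a group differed by more than counting error, with a chi-square per degree of freedom of 9.8 to 132.9 over 36 pairs of replicates. Where every sample of a group had 3 reads or fewer on a gene, the fold change against that group is given as a lower bound. That limit covers counting error only.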

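The methods give n = 4 per group, while Fig. 5B shows 3 points for saline and 3 for MABs allo-VEGF at 3d. Measured on the figure over 20 genes, the points lay within 1.2% of the axis height of the values of saline replicates 8, 9 and 10, and within 0.6% of those of MABs allo-VEGF replicates 1, 2 and 3. Leaving out any other sample of these groups gave a largest deviation of at least 40.8% and 115.3%, respectively. Fig. 5B therefore leaves out saline 3d replicate 6 and MABs allo-VEGF 3d replicate 4, and the paper gives no reason for it. The heat map of Fig. 4D likewise has columns for 3 saline, 4 MABs allo and 3 MABs allo-VEGF samples at 3d, and for 4 samples of each group at 7d. Only points of Fig. 5B were matched to samples, and the 22 other samples are taken as those shown in the figures. Values are given for these 22 samples first and then for all 24. Differential expression was tested with limma on log2(normalized gene count + 1). The added 1 is less than what 1 read is worth, between 1.67 and 9.23 normalized counts. Values of 0 can therefore overstate the change of genes with low counts on this scale. The test covered genes with a mean normalized gene count of at least 2 (16281 genes in the 22 samples and 16287 in the 24) in 1 fit of the 6 groups. Tests were two-sided with Benjamini-Hochberg adjustment, and DEGs had an adjusted p below 0.05 and a log2 fold change beyond 1 in either direction. The rat gene Vegfa had a normalized gene count of 1270 ± 94.3 (SD, n = 3) after MABs allo-VEGF and 1791 ± 419 (SD, n = 4) after MABs allo at 3d, a log2 fold change of -0.47 (standard error 0.25, adjusted p = 1 from limma). With all 24 samples the log2 fold change was -0.73 (standard error 0.26, adjusted p = 0.662 from limma). Whether transcripts of the vector are counted on this gene is not known.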

To gain a mechanistic insight into how MABs^allo^ and MABs^allo-VEGF^ treatment improves recovery, we analyzed the entire transcriptome from urethra tissue collected 3d and 7d after treatment using mRNAseq. 

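PCA was run on the 500 most variable genes as log2(normalized gene count + 1). In the samples shown in the figures, the first principal component (PC1) held 72.1% of the variance. The MABs allo samples at 3d had PC1 scores of 88.3, 83.8, 92.7 and 53.1, and the MABs allo-VEGF samples at 3d had scores of 60.8, 77.0 and 77.8. Saline replicates 8, 9 and 10 at 3d had scores of -50.3, -12.3 and -3.7. The mean score was 101.6 higher after MABs allo than after saline at 3d (two-sided exact permutation test, p = 0.0286, the smallest that 4 samples against 3 allow) and 94.0 higher after MABs allo-VEGF (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Scores after MABs allo-VEGF and MABs allo at 3d were not shown to differ (difference -7.6, two-sided exact permutation test, p = 0.543), and neither were those of saline at 3d and 7d (difference 26.0, p = 0.114 from the same exact test). Hierarchical clustering by Euclidean distance put the 7 cell-treated samples of 3d in 1 branch and the other 15 samples in the other. Over all 24 samples PC1 held 70.7% of the variance, and its share fell to 38.2% when all tested genes were used. Saline 3d replicate 6 then had a PC1 score of 54.6, against -52.3, -14.9 and -6.4 for the other saline samples at 3d. MABs allo-VEGF 3d replicate 4 had a score of 0.7, against 57.3, 74.4 and 75.2 for the others of its group. The mean difference from saline at 3d was 81.4 for MABs allo and 56.6 for MABs allo-VEGF, each with p = 0.0571 in a two-sided exact permutation test whose smallest p is 0.0286. In the clustering of all 24, saline 3d replicate 6 fell in the branch of the cell-treated 3d samples and MABs allo-VEGF 3d replicate 4 in the other. At 7d the mean score was 14.4 higher after MABs allo than after saline (two-sided exact permutation test, p = 0.0286) and 12.5 higher after MABs allo-VEGF (p = 0.0857 from the same exact test).

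**Figure D1:**
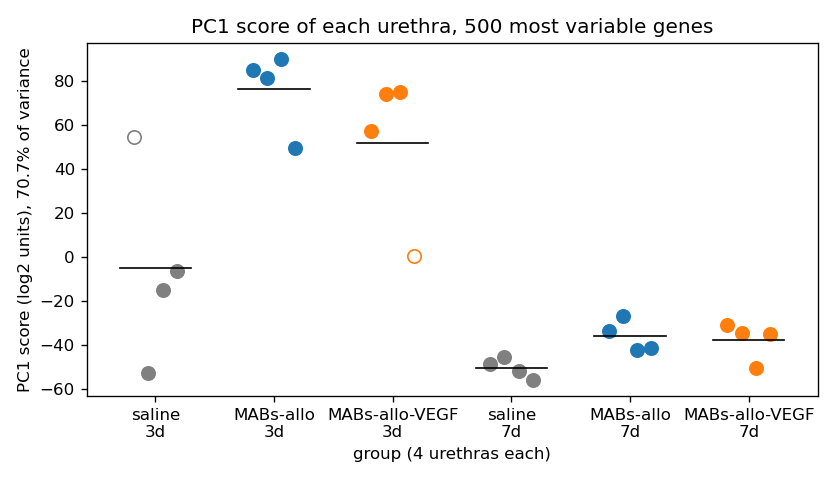
PC1 score of each of the 24 samples (vertical axis, no unit) by group (horizontal axis, 6 groups of 4 samples). Each point is a sample, open circles are the 2 samples that Fig. 5B leaves out, and bars are group means. The 3d samples given MABs allo lie between 49.8 and 90.1, and all 12 samples of 7d lie at -26.6 or lower.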

Principal component analysis (PCA) and hierarchical clustering showed that urethra transcriptomes of MABs^allo^ and MABs^allo-VEGF^-3d treated rats clustered, while saline 3d samples clustered with samples collected at 7d (Fig. 4A,B), indicating no significant differences. In line, no differentially expressed genes (DEGs) were found comparing MABs^allo-VEGF^ *vs* MABs^allo^ at 3d. 

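Among the samples that the figures show, 3 genes were DEGs between MABs allo-VEGF and MABs allo at 3d, and 765 genes had an unadjusted p below 0.05. U1 and U6 were higher and Zcwpw2 was lower after MABs allo-VEGF. Their counts were close to the limit of detection. Zcwpw2 was listed at 0 in every MABs allo-VEGF sample and at 24.2 ± 18.5 (SD, n = 4) after MABs allo, at least 1.29-fold lower (adjusted p = 0.0225 from limma). U1 was at 0 in every MABs allo sample and was at least 1.95-fold higher after MABs allo-VEGF (adjusted p = 0.00791 from limma). U1 and U6 belong to families of near-identical copies, and their read counts are uncertain for that reason. Leaving out each sample in turn gave from 0 to 11 DEGs. For all 24 samples Zcwpw2 alone was a DEG (adjusted p = 0.0135 from limma), 999 genes had an unadjusted p below 0.05, and leaving out each sample in turn gave from 0 to 4 DEGs. The count with all 24 samples was 0 with DESeq2 on the recovered reads, where 762 genes had an unadjusted p below 0.05.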

Comparing MABs^allo^ *vs* control and MABs^allo-VEGF^ *vs* control resulted in 2492 (2115 up, 377 down) and 1980 (1787 up, 193 down) DEGs (adj. p.val < 0.05 & log2 (fold change > 1)), respectively, of which 1741 were overlapping (Fig. 4C). 

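With the samples shown in the figures, limma gave 2951 DEGs for MABs allo vs saline at 3d (2241 up, 710 down) and 2213 for MABs allo-VEGF vs saline (1857 up, 356 down). Both comparisons shared 1845 DEGs with the same direction (1611 up, 234 down). The comparisons use the same saline samples, and in 20 simulations of unchanged groups against such a shared control the overlap was from 0 to 1. Across genes, which are not independent replicates, the log2 fold changes of both comparisons had a Pearson correlation of 0.85, against a median of 0.55 in those simulations. The simulations drew the noise of each gene independently. They therefore cannot decide whether variation between samples that many genes share explains the overlap or the correlation. Leaving out each sample in turn gave 1567 to 3241 DEGs for MABs allo, 1157 to 2325 for MABs allo-VEGF and 935 to 1988 shared, and each lowest count was without saline replicate 8. Using all 24 samples, there were 1997 DEGs for MABs allo (1531 up, 466 down). For MABs allo-VEGF there were 5, all up, with 2923 genes at an unadjusted p below 0.05, and 3 DEGs were shared. The 5 genes were Ccnt1, Gabra2, AC111847.1, Immt and Mcc, of which Immt and Mcc were named after their values were seen. Single samples moved these counts. Without saline replicate 6 there were 2816 DEGs for MABs allo and 1112 for MABs allo-VEGF, without MABs allo-VEGF replicate 4 there were 1258 for MABs allo-VEGF, and without saline replicate 8 there were 369 for MABs allo and 0 for MABs allo-VEGF. Of the other settings, a fit of only the groups compared moved the count for MABs allo most, to 5.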

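The change from 3d to 7d was tested as an interaction between treatment and day. In the samples shown in the figures, 579 genes changed differently at 3d and 7d in MABs allo vs saline (492 more raised at 3d, 87 more lowered), and 585 genes did so in MABs allo-VEGF vs saline (514 and 71). Leaving out each sample in turn gave 219 to 1002 and 173 to 632 genes, respectively. Across the 24 samples both counts were 0, with 2212 and 1341 genes at an unadjusted p below 0.05. Saline at 3d and saline at 7d differed at 31 genes in the samples of the figures (21 higher at 3d, 10 lower) and at 520 genes with all 24 (422 and 98), and both counts rested on single samples. Leaving out each sample in turn gave 0 (without saline 3d replicate 9, with 1578 genes at an unadjusted p below 0.05, or without replicate 10, with 1614) to 690 (without saline 3d replicate 8) in the samples of the figures, and 22 (without saline 3d replicate 6) to 1281 (without replicate 8) with all 24. Among DEGs of MABs allo vs saline at 3d whose groups did not overlap, the largest falls in the samples of the figures were those of the mast cell genes Cpa3 (log2 fold change -6.34, standard error 1.06, adjusted p = 0.000333 from limma), Tpsb2 (-6.17, standard error 0.98, adjusted p = 0.000205) and Hdc, which was at least 3.77-fold lower. The largest rises were those of 2 copies of Metazoa_SRP and of Gm26083, at least 325-fold, 86-fold and 362-fold higher in these samples. The bounds leaned on MABs allo replicate 3, with 8549, 1911 and 9813 normalized counts, against at most 3403, 990.2 and 3518 in the others. These bounds do not hold with all 24 samples, since saline 3d replicate 6 had 337.4, 141.2 and 2217 normalized counts of these genes, within the range of the MABs allo samples (200.7 to 8549, 113.9 to 1911 and 624.8 to 9813). Metazoa_SRP copies share sequence, and their counts are uncertain for that reason.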

A heat map showed that the majority of DEGs were upregulated at 3d in MABs treated rats and were downregulated at 7d and in controls (Fig. 4D).

**Figure 4:**
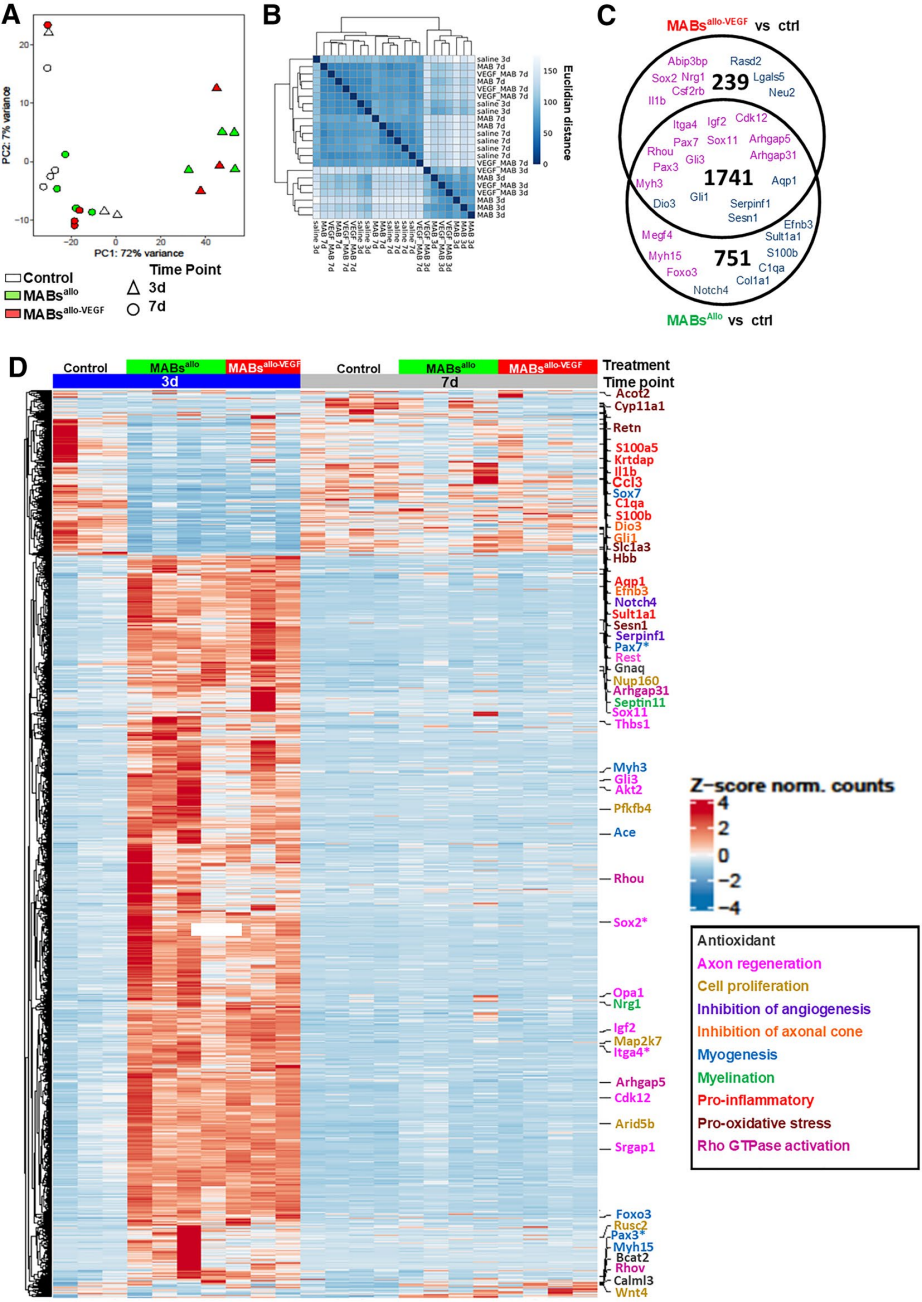
MABs^allo^ and MABs^allo-VEGF^ play a role in slightly distinct pathways 3d after SVD: (**A**) PCA plot of top 500 most variable rlog-transformed genes. MABs treated urethras at 3d post-injury cluster together. (**B**) Hierarchical cluster heat map of Euclidian distance. (**C**) Venn Diagram of the number of DEGs (adj. p.val < 0.05 & |log2(fold-change)| >  1) expressed in each sample at 3d. The intersection shows the overlapping DEGs. There were no DEGs between MABs^allo-VEGF^ vs MABs^allo^. (**D**) Heat map of all DEGs (adj. p.val < 0.05 & |log2(fold-change) |>  1) from rat urethra at 3d and 7d post-injury. *PCA* Principal component analysis, *DEG* differentially expressed genes, *GO* gene ontology, *MABs*^*allo*^ allogeneic mesoangioblasts, *MABs*^*allo-VEGF*^ VEGF-overexpressed allogeneic mesoangioblasts. Control group: saline injection.

### MABs promote neuromuscular regeneration and modulate inflammatory response 3d after SVD

Top Gene ontology (GO)-terms that were enriched in MABs^allo^ upregulated genes were associated with myogenesis and dendrite development, while the pro-inflammatory process was associated with downregulated genes (Fig. 5A). 

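The enrichment of GO terms was not analysed here. Gene lists written from gene names stood in for the terms and were tested with limma's camera with a preset correlation between genes of 0.01, two-sided, over 144 tests of 18 lists in 8 comparisons. Some members are genes that the paper names from these samples. They were 3 of 21 myogenic, 4 of 20 macrophage and inflammatory, 1 of 11 B and T cell genes and 7 of 104 chromatin modifiers. They were kept in the whole lists, whose results are for that reason not fully independent of the paper's choice. Among the samples that the figures show, the median log2 fold change of 21 genes of myogenic differentiation in MABs allo vs saline at 3d was 1.40, with 21 of 21 genes higher (adjusted p = 0.00131 from limma's camera). Of 25 genes of dendrite development, 19 were higher, with a median of 0.48, or 0.43 with genes at the limit of detection held at their bounds (adjusted p = 0.00467 from limma's camera). Of 19 macrophage and inflammatory genes, 3 were higher, and the median was -1.28 (adjusted p = 0.00323 from limma's camera). With all 24 samples these medians were 1.14, 0.92 (0.51 at the bounds) and -1.24 (adjusted p = 7.23e-05, 0.00439 and 0.000313 from limma's camera). The dendrite median fell to 0.48 without saline replicate 6 and the macrophage median moved to -0.72 without MABs allo replicate 1, and all 3 lists kept an adjusted p below 0.05 in the 8 fits that left out 1 sample of these groups. Over all 144 tests, 54 had an adjusted p below 0.05 in camera in the figures' samples and 55 with all 24 samples. Under limma's fry, the counts were 13 and 11, and 10 of those 11 were among the 55. As fry tests each list alone and camera tests it against the other genes, they ask different questions. For MABs allo vs saline at 3d the fry adjusted p was 0.00597 for myogenic differentiation, 0.000311 for dendrite development and 0.114 for the macrophage list in the figures' samples.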

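In MABs allo-VEGF vs saline at 3d, 19 of 25 genes of dendrite development were higher in the samples shown in the figures, with a median log2 fold change of 0.88, or 0.17 with genes at the limit of detection held at their bounds (adjusted p = 0.0262 from limma's camera, 0.00258 from limma's fry). The median of 13 genes of the hypoxia response was -0.25, with 6 higher (adjusted p = 0.131 from limma's camera). Of 18 antioxidant and detoxification genes, 4 were higher, with a median of -0.29 (adjusted p = 0.00467 from limma's camera, 0.0728 from limma's fry). Of 8 erythroid genes, which include Hbb and Hba-a2, 1 was higher, with a median of -2.76 (adjusted p = 0.00164 from limma's camera, 0.196 from limma's fry). Over all 24 samples the medians were 0.42 (0.31 at the bounds), -0.13, -0.23 and -1.23, and the adjusted p from limma's camera was 0.0262 for dendrite development, 0.218 for hypoxia, 0.00528 for the antioxidant list and 0.0917 for the erythroid list. The difference between MABs allo-VEGF and MABs allo at 3d was also tested, and it had an adjusted p of 0.14 for dendrite development, 0.933 for hypoxia and 0.922 for the antioxidant list in the figures' samples (limma's camera). The erythroid list had a median of -1.52 there, with 1 of 8 higher (adjusted p = 0.00231 from limma's camera, 0.573 from limma's fry). For all 24 samples 7 of the 25 genes of dendrite development were higher after MABs allo-VEGF than after MABs allo, with a median of -0.43, or -0.36 at the bounds (adjusted p = 0.0447 from limma's camera, 0.309 from limma's fry), and 4 of the 8 fits that left out 1 sample brought the camera value above 0.05. The adjusted p from limma's camera was then 0.892 for hypoxia, 0.37 for the antioxidant list and 0.45 for the erythroid list. In MABs allo-VEGF vs saline at 3d, 18 of 21 genes of myogenic differentiation were higher in the figures' samples. Their median was 1.36 (adjusted p = 0.00358 from limma's camera, 0.0252 from limma's fry), and 1.14 with all 24. The macrophage and inflammatory list had a median of -0.28 (adjusted p = 0.404 from limma's camera), and -0.17 with all 24 (0.663).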

Top GO-terms enriched in MABs^allo-VEGF^ upregulated genes were associated with neuron and dendrite development, while downregulated genes were enriched in hypoxia and oxidative stress pathways (Fig. 4D). 

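Chromatin modifiers were tested as a list of gene names at 3d. In the samples shown in the figures, 85 of 103 chromatin modifiers were higher in MABs allo vs saline (median log2 fold change 0.86, or 0.85 at the bounds, adjusted p = 9.45e-09 from limma's camera) and 79 of 103 in MABs allo-VEGF vs saline (median 0.80, or 0.79 at the bounds, adjusted p = 8.82e-09). The list had fry adjusted p below 0.05 in both comparisons in these samples (0.0022 and 0.00423). Of 104 chromatin modifiers, 84 were higher in each comparison with all 24 samples (medians 0.72 and 0.54, adjusted p = 8.21e-09 and 4.17e-09 from limma's camera). The fry adjusted p was then 0.0218 and 0.0539. Saline alone differed between 3d and 7d in the same direction in this list, with 81 of 103 genes higher at 3d in the figures' samples (median 0.38, or 0.35 at the bounds, adjusted p = 3.59e-08 from limma's camera, 0.104 from limma's fry).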

Interestingly, GO-terms enriched in both MABs^allo^ and MABs^allo-VEGF^ were associated with Rho-associated GTPases and epigenetic modifiers. 

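Genes shown in Fig. 5B, among them genes of DNA methylation, histone modification, myogenesis, neurogenesis, hypoxia and inflammation, were compared between cell-treated and saline urethras at 3d. Among the samples that the figures show, 18 of the 19 genes that Fig. 5B gives as changed after MABs allo and 18 of the 20 for MABs allo-VEGF were DEGs in the same direction. Adjusted over the list alone, 18 and 20 passed. The list was chosen by the paper on these samples, and so this is not independent evidence. The groups did not overlap at 18 of the 19 and at 20 of the 20 genes, where chance gives 5.71% and 10%. Using all 24 samples, 16 of 19 were DEGs for MABs allo and 0 of 20 for MABs allo-VEGF, 16 and 15 adjusted over the list alone, and 11 and 3 showed no overlap, where chance gives 2.86%. Every one of these genes kept its direction in both sets of samples. Dnmt3a had a normalized gene count of 598 ± 99.2 (SD, n = 4) after MABs allo, 727 ± 127 (SD, n = 3) after MABs allo-VEGF and 195 ± 7.83 (SD, n = 3) after saline, log2 fold changes of 1.60 (standard error 0.40, adjusted p = 0.00687 from limma) and 1.88 (standard error 0.43, adjusted p = 0.00488). Kat6a had 2201 ± 655, 2093 ± 200 and 295 ± 111 normalized counts in these groups, log2 fold changes of 2.93 (adjusted p = 7.43e-05 from limma) and 2.90 (adjusted p = 0.000266). In the samples left out, Kat6a had 1064 normalized counts in saline replicate 6 and 382.9 in MABs allo-VEGF replicate 4. Arhgap31 was at least 15.8-fold higher after MABs allo and at least 18.7-fold higher after MABs allo-VEGF than after saline. These are bounds for the samples of the figures, and saline replicate 6 had 65.42 normalized counts of Arhgap31.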

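Of the myogenic genes, Myh3 had log2 fold changes of 2.93 (standard error 0.69, adjusted p = 0.00453 from limma) after MABs allo and 2.82 (standard error 0.74, adjusted p = 0.0122) after MABs allo-VEGF in the samples shown in the figures. Pax3 was at least 3.36-fold and 2.7-fold higher, and Pax7 at least 4.52-fold and 4.35-fold higher, bounds that leave out the 20.66 normalized counts of Pax7 in saline replicate 6. The call of Pax3 after MABs allo-VEGF held in 3 of the 6 fits that left out 1 sample. Of the neurogenesis genes, Sox11 was at least 5.92-fold and 5.66-fold higher, and Igf2 had log2 fold changes of 2.66 and 2.92 (adjusted p = 0.00455 and 0.00535 from limma). Hbb fell by 3.10 on the log2 scale after MABs allo (standard error 1.1, adjusted p = 0.0467 from limma), a call that held in 1 of 7 fits that left out 1 sample, and fell by 4.75 after MABs allo-VEGF (standard error 1.18, adjusted p = 0.00827). Hba-a2 was not a DEG after MABs allo (log2 fold change -1.18, adjusted p = 0.373 from limma) or MABs allo-VEGF (-2.57, adjusted p = 0.0751). Globin genes have near-identical copies, and the authors discarded multi-mapped reads. C1qa fell by 1.92 after MABs allo (standard error 0.48, adjusted p = 0.00718 from limma) and was not a DEG after MABs allo-VEGF (-0.93, adjusted p = 0.242). Dio3 had log2 fold changes of -2.94 and -2.67 (adjusted p = 0.00321 and 0.0128 from limma), and Efnb3 was at least 1.67-fold lower after MABs allo. Across the 24 samples the adjusted p from limma was 0.0672 for Hdac1 and 0.442 for Hbb after MABs allo, and for MABs allo-VEGF it ranged from 0.0753 for Igf2 to 0.57 for Hba-a2.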

Important up- and downregulated genes in both MABs^allo^ and MABs^allo-VEGF^ are displayed in Fig. 5B.

**Figure 5:**
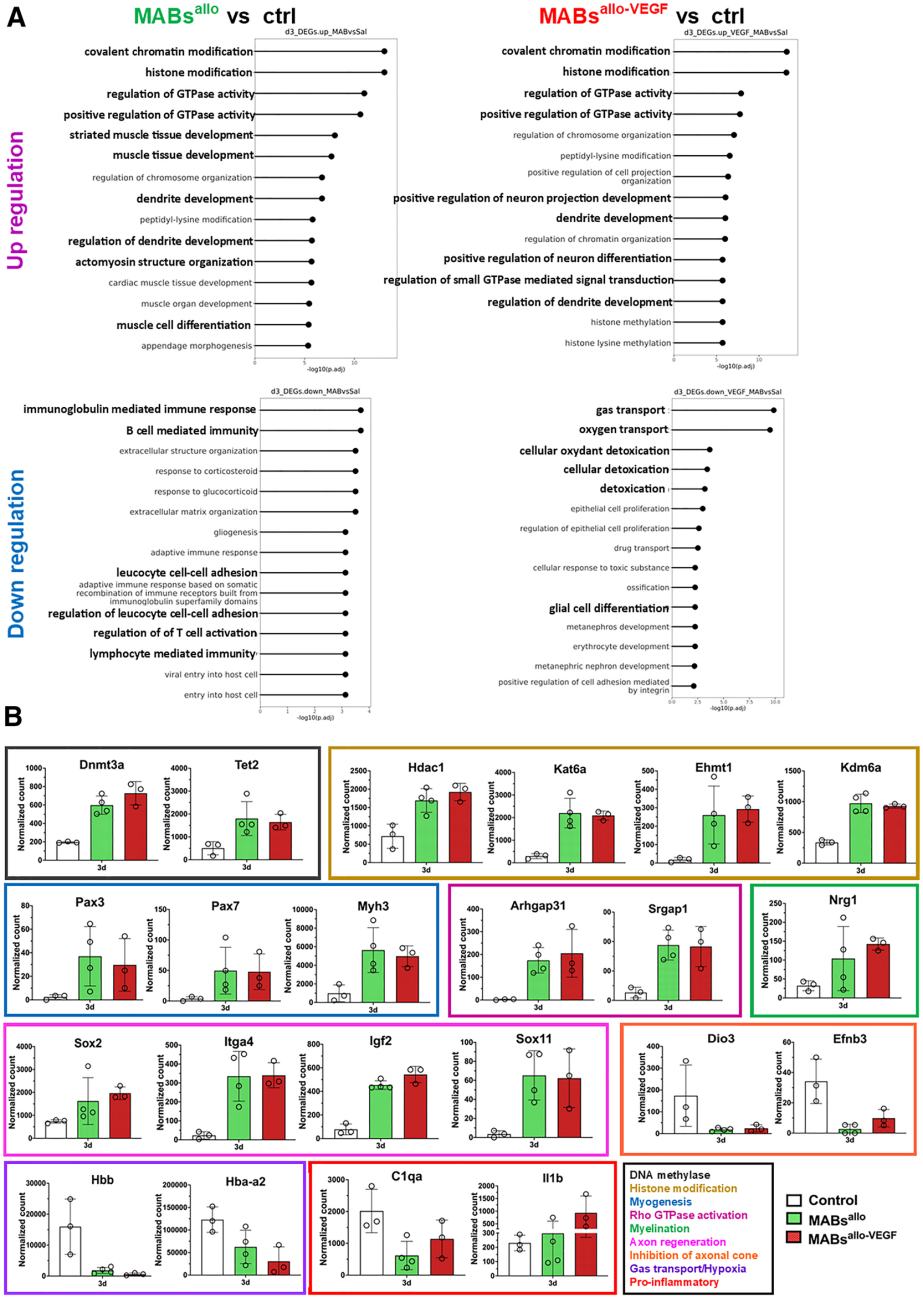
MABs promote neuromuscular regeneration and modulate inflammatory response: (**A**) Top 15 biological process GO-terms associated with upregulated and downregulated DEGs for both the MABs^allo^ vs control and MABs^allo-VEGF^ vs control at day 3. (**B**) Normalized gene count of individual genes involved in DNA methylation (Dnmt3a, Tet2), histone modification (Hdac1, Kat6a, Ehmt1, Kdm6a), myogenesis (Pax3, Pax7, Myh3), Rho GTPase/actin cytoskeleton organization (Arhgap31, Srgap1), myelination (Nrg1), neurogenesis (Sox2, Itga4, Igf2, Sox11), hypoxia (Hbb, Hba-a2) pro-inflammatory (C1qa, Il1b) and inhibition of axonal cone (Dio3, Efnb3). *DEG* differentially expressed genes, *MABs*^*allo*^ allogeneic mesoangioblasts, *MABs*^*allo-VEGF*^ VEGF-overexpressed allogeneic mesoangioblasts. Control group: saline injection. Data are shown as mean and StDev and individual data points.

### MABs^allo-VEGF^ promote actin cytoskeleton reorganization and reduce oxidative and inflammatory response compared to MABs^allo^ 7d after SVD

There were 16 DEGs (15 down, 1 up) between the urethra of MABs^allo-VEGF^ *vs* MABs^allo^ at 7d (Fig. 6A), where GO showed the downregulated genes were mainly involved in immune system activation (Fig. 6B). 

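No gene was a DEG between MABs allo-VEGF and MABs allo at 7d with limma, with the samples shown in the figures (516 genes at an unadjusted p below 0.05) or with all 24 samples (452 genes). Both sets hold the same 8 samples of this comparison and differ in the estimate of the spread. Leaving out each sample in turn gave 0 or 1 DEG. DESeq2 on the recovered reads gave 4 DEGs with all 24 samples and, with ashr on the samples of the figures, a setting chosen after seeing the data, 5, all of them down. The 8 genes that only Fig. 6A names for this comparison were all lower, 4 of them without overlap between the groups, where chance gives 2.86%, and 8 passed adjusted over the list alone. As the paper chose them on these samples, this is not independent evidence. Of 20 macrophage and inflammatory genes, 1 was higher after MABs allo-VEGF with all 24 samples, with a median log2 fold change of -1.06 (adjusted p = 1.58e-11 from limma's camera, 0.0861 from limma's fry). The 11 B and T cell genes had a median of -0.44, or -0.37 with genes at the limit of detection held at their bounds (adjusted p = 0.193 from limma's camera), the median was 0.11 without MABs allo replicate 7.2, and the adjusted p from limma's camera fell below 0.05 without MABs allo replicate 9 and without MABs allo-VEGF replicate 12. Compared with saline at 7d, MABs allo and MABs allo-VEGF also had 0 DEGs each with limma in both sets. Genes at an unadjusted p below 0.05 numbered 1175 and 1193 in the figures' samples and 1014 and 1033 with all 24. For these comparisons DESeq2 on all 24 samples gave 0 and 29 DEGs. With sample quality weights, limma gave 8 and 147.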

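Rhov had a normalized gene count of 2212 ± 475 (SD, n = 4) after MABs allo-VEGF and 907 ± 345 (SD, n = 4) after MABs allo at 7d, a log2 fold change of 1.34 (standard error 0.69, adjusted p = 1 from limma). Each of the 4 MABs allo-VEGF samples (1741, 2636, 1865 and 2607 normalized counts) lay above the 4 MABs allo samples (1363, 976.8, 693.9 and 593.5). Counts after saline were 1065, 841.4, 1490 and 682.4. Standard errors here come from the fit of all 6 groups and do not measure the spread at 7d alone. At 3d Rhov had 113.7 normalized counts in saline replicate 8, against 1077 to 1526 in the others of its group. MABs allo-VEGF replicate 2 at 3d had 141.7, against 979.6 to 1882. Cyp11a1, Lep, Aqp7 and Dennd1b were at 3 reads or fewer in every MABs allo-VEGF sample and were at least 5.58-fold, 42.4-fold, 11.3-fold and 1.62-fold lower than after MABs allo. Lep rested on MABs allo replicate 13, with 1457 normalized counts. Ccnb1ip1 was listed at 0 in every MABs allo-VEGF sample and at 8.65 ± 4.87 (SD, n = 4) after MABs allo, too low for a fold change. S100a5 had 18.5 ± 7.96 (SD, n = 4) normalized counts after MABs allo-VEGF and 154 ± 135 (SD, n = 4) after MABs allo, a log2 fold change of -2.18 (standard error 0.82, adjusted p = 1 from limma), and Fer1l4 had 14.6 ± 10.7 and 415 ± 434, a log2 fold change of -3.75 (standard error 1.30, adjusted p = 1). The smallest adjusted p among these 8 genes was 0.871 for Ccnb1ip1 with the samples of the figures and 1 with all 24. All 8 genes went in the direction shown in Fig. 6C and 7 passed adjusted over the list alone, which was chosen on these samples. At 5 of the 8 the groups did not overlap. Values of these 8 samples are the same in both sets.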

MABs^allo-VEGF^ upregulated *Rhov* (Rho GTPase activation) compared to MABs^allo^ and downregulated *Cyp11a1* (oxidative stress), *Lep, Aqp7* (water permeability), Dennd1b, *S100a5* (inflammatory response) *Fer1l4 and Ccnb1ip1* (cell proliferation inhibitor) (Fig. 6C).

**Figure 6:**
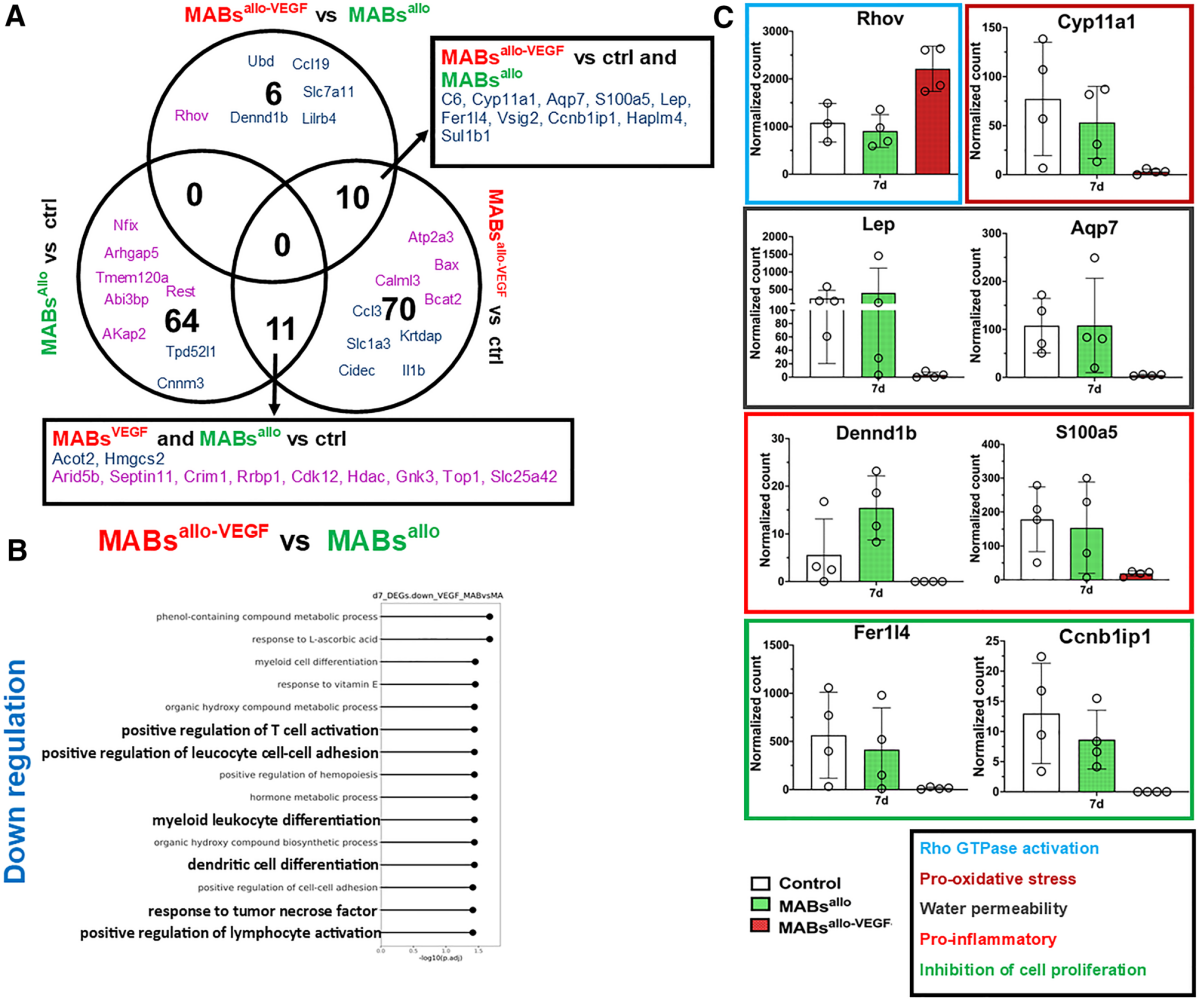
MABs^allo-VEGF^ promote actin cytoskeleton reorganization and inhibit pro-inflammatory response: (**A**) Venn diagram of the number of genes overlapping between each differential comparison performed at 7d post-injury. Purple indicates upregulation and blue indicates downregulation. (**B**) Top 15 biological process GO-terms associated with downregulated DEGs between MABs^allo-VEGF^ vs MABs^allo^. MABs^allo-VEGF^ are involved in the downregulation of pro-inflammatory response. (**C**) Normalized gene count of individual genes involved in Rho GTPase/actin cytoskeleton organization (Rhov), pro-oxidative stress (Cyp11a1), water permeability (Lep and Aqp7), pro-inflammatory response (Dennd1b and S100a5) and cell proliferation inhibitor (Fer1l4 and Ccnb1ip1). *DEG* differentially expressed genes, *MABs*^*allo*^ allogeneic mesoangioblasts, *MABs*^*allo-VEGF*^ VEGF-overexpressed allogeneic mesoangioblasts. Control group: saline injection. Data are shown as mean and StDev and individual data points.

### Distinct gene signature in animals with functionally recovered urethra at 7d

Rats that recovered had 33 DEGs (3 up and 30 down). 

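The recovered rats were MABs allo-VEGF replicates 6 and 7 at 7d, and they were compared with the other 10 samples of 7d by limma over 15285 genes. Both were given MABs allo-VEGF, as were replicates 11 and 12 among the other samples. Recovery and that treatment are therefore partly mixed in this comparison, and recovery was not tested apart from the treatment. No gene was a DEG, with 748 genes at an unadjusted p below 0.05. The count stayed at 0 in the 10 fits that each left out 1 of the other samples. DESeq2 on the recovered reads moved it most, to 13 DEGs (3 up, 10 down).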

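Of 19 macrophage and inflammatory genes, which include Il1b and Tnf, 0 were higher in the recovered urethras than in the other samples of 7d, with a median log2 fold change of -0.77 (adjusted p = 3.61e-12 from limma's camera, 0.0861 from limma's fry). The 10 B and T cell genes were all lower, with a median of -0.81, or -0.52 with genes at the limit of detection held at their bounds (adjusted p = 0.000645 from limma's camera, 0.332 from limma's fry). Leaving out each of the other 10 samples in turn gave medians of -0.87 to -0.68 for the first list and -1.03 to -0.65 for the second.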

Top GO terms that were enriched in recovered urethras showed downregulation of IL1-ß and TNF response (Supplementary Fig. 3A). Recovered urethras showed upregulation of *Arhgap18* (actin cytoskeleton organization) and *Apcdd1l* (negative regulator of Wnt pathway) and downregulation of *Angpt4* (angiogenesis inhibitor); *Cidec* (apoptosis); Aqp7 (water permeability); *Ccl3, Ccl4, CD27, Krtdap, Ankef1* (inflammatory response) and *Noxo1, SLC1a3, Retn, Cyp11a1, Pck1, Plin1, Akr1c3 and Adipoq* (oxidative stress).

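Arhgap18 had 1600 and 1614 normalized counts in the recovered urethras and 673 ± 179 (SD, n = 10) in the others, a log2 fold change of 1.29 (standard error 0.25, adjusted p = 0.334 from limma). Apcdd1l had 232.2 and 119.8 normalized counts against 42.6 ± 18.1 (SD, n = 10), a log2 fold change of 2.06 (standard error 0.53, adjusted p = 0.744 from limma). All 18 genes of Supplementary Fig. 3B went in the direction shown there, 0 were DEGs, and 18 passed adjusted over the list alone, which the paper chose on these samples and is not independent evidence. The groups did not overlap at 10 of the 18, where chance gives 3.03%. Pck1, Plin1 and Cidec were at 3 reads or fewer in both recovered samples and at least 104-fold, 125-fold and 72.5-fold lower. The bound of Pck1 leaned on saline replicate 5, with 5166 normalized counts, against at most 1730 in the rest. The bound was 2.11-fold for Ccl4, 2.63-fold for Cd27, 3.44-fold for Akr1c3, 3.52-fold for Angpt4, 3.93-fold for Krtdap, 3.99-fold for Ankef1, 5.47-fold for Cyp11a1, 6.17-fold for Ccl3 and 8.99-fold for Aqp7. The smallest adjusted p of the 18 genes was 0.241 for Ccl4 (limma). Adipoq and Retn had log2 fold changes of -6.51 and -5.54 (standard errors 1.57 and 1.68, adjusted p = 0.718 and 0.877 from limma), and Noxo1 and Slc1a3 of -2.79 and -2.31 (standard errors 0.96 and 0.60, adjusted p = 0.915 and 0.744).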

## Comment

Herein we measured the neuromuscular regenerative effect of intra-arterial administration of MABs^allo^ and MABs^allo-VEGF^ in rats following SVD. Although rats show spontaneous functional urethral recovery by 21d^4,5^, there is a persistent loss of the periurethral and vaginal microvasculature^4^ and dysfunction in the neuromuscular junction of the EUS^9^. Our most important findings were that injection of MABs induced earlier recovery of the EUS. Full functional recovery was paralleled by improved microvascularization and muscle regeneration in the urethra and vagina. Injection of MABs^allo-VEGF^ fastened recovery (33% of animals at 7d), which was paralleled by enhanced axonal growth and improved the quality of recovery seen by the significant improve of urethral and vaginal function at 14d. Interestingly, MABs^allo-VEGF^ also showed a longer-term effect seen by significantly higher muscle content at 60d compared to controls.

This is the first study reporting the *functional* effect of MABs in the rat model for SVD. Similarly to other studies using stem cells^8,25–28^, we observed urethral function recovery and improvement in neovascularization and muscle regeneration at 14d after intra-arterial MABs injection. This improvement coincides with evidence of wound healing activity early on (3d) on mRNAseq such as upregulation of Rho/GTPase activity, epigenetic factors, muscle and dendrite development. MABs have a regenerative potential for muscular disorders due to their capacity to differentiate into skeletal and smooth muscle.

The low survival and poor engraftment of stem cells is one of the obstacles for effective tissue regeneration^29,30^. We hypothesized that *autologous* MABs would persist longer or engraft more, hence improve functional recovery. Herein we did not observe that, which is in line with earlier experiments^31,32^. Low engraftment has been previously explained by the *unfavorable ischemic* *microenvironment* leading to acute apoptosis^33^ as well as loss of cell-adhesion potential inherent to cell preparation^29^.

The improved recovery of the urethra and the vagina, even with the transient presence of the MABs, suggests that the beneficial effect may be mediated primarily through paracrine effects rather than the engraftment. If so, such an effect may also be achieved by administration of drugs, which activate pathways studied herein such as the Rho/GTPase, epigenetic modifiers or others that mimic the observed downstream effect.

One important soluble growth factor secreted by MABs is VEGF, certainly when dealing with ischemic injuries. Therefore, we assessed the additional effect of VEGF, which sped up EUS recovery, and apparently improved nerve regeneration. This may be because of increased cell survival observed at 1d and 3d post injection since VEGF is known for promoting cell survival in a hypoxic environment^34^. VEGF may also be neuroprotective in ischemic injury, e.g. because of its angiogenic effect or its direct trophic effects on neuronal survival^19^. On the molecular level, urethras of MABs^allo-VEGF^ rats showed up regulation of genes that control neuronal development and small GTPases pathways at 3d. Small GTPases are master regulators of actin cytoskeleton rearrangements, which is important for axonal sprouting^35^. On the other hand, *Sox2*, *Il1b* and *Nrg1,* genes involved in dedifferentiation of Schwann cells^36,37^, were among the few genes that were upregulated only in MABs^allo-VEGF^ group at 3d. It is tempting to assume that the activation of these pathways/genes most probably played a role in faster nerve sprouting of the urethra observed at 7d that resulted to a thicker skeletal and smooth muscle fibers observed at 60d. Similarly, other studies using peripheral nerve injury models demonstrated increased muscle volume in animals efficiently re-innervated^38,39^.

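In the samples shown in the figures, Nrg1 had a normalized gene count of 142 ± 16.0 (SD, n = 3) after MABs allo-VEGF, 104 ± 84.7 (SD, n = 4) after MABs allo and 32.1 ± 13.1 (SD, n = 3) after saline at 3d. Its log2 fold change vs saline was 2.20 after MABs allo-VEGF (standard error 0.75, adjusted p = 0.0492 from limma) and 1.30 after MABs allo (standard error 0.70, adjusted p = 0.191). The call for MABs allo-VEGF was lost in each of the 6 fits that left out 1 sample. Sox2 had log2 fold changes of 1.41 after MABs allo-VEGF (standard error 0.42, adjusted p = 0.0252 from limma), a call that held in 3 of 6 such fits, and 0.97 after MABs allo (standard error 0.39, adjusted p = 0.0809). Il1b had log2 fold changes of 1.79 after MABs allo-VEGF (standard error 0.69, adjusted p = 0.0797 from limma) and -0.13 after MABs allo (standard error 0.64, adjusted p = 0.914). With all 24 samples none of the 3 genes was a DEG after MABs allo-VEGF (log2 fold changes 1.77, 0.97 and 1.34, adjusted p = 0.157, 0.182 and 0.235 from limma). None of them was among the DEGs between MABs allo-VEGF and MABs allo at 3d.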

Given the clinical feasibility of using allogeneic MABs^allo^ taken from a biobank and immediate availability, our study aimed to investigate the potential merits of allogeneic cell therapy as a more pragmatic approach in patients exhibiting indications at delivery, such as prolonged second stage of labor, high birth weight, or evident trauma confirmed by ultrasound examination. Although autologous cell therapy is ideal and remains a viable strategy, particularly in patients with early indications of being at high risk for stress urinary incontinence (e.g. prior urinary incontinence), it would require all patients to donate cells in advance. Therefore, exploring the use of allogeneic cells from a biobank offers a more practical alternative, as these cells can be readily obtained when needed without relying on individual patient donations.

One limitation of our study is that we did not provide evidence for a paracrine effect. In future experiments this will be important, because our strategy employs gene-modified cells. Though gene modified MSCs are considered to be safe, amenable for repeated treatments and effective, the strategy is still not applied in clinic. Nevertheless, this is the first study reporting functional effects of MABs in a solid rat model for vaginal birth injury, as well as the added effects of delivering VEGF to the site of the injury. Moreover, we used a robust urethral function as outcome measure, shown earlier to be reliable and operator-independent^24^.

We concluded that Intra-arterial injection of MABs^allo-VEGF^ enhances neuromuscular regeneration induced by untransduced MABs^allo^ and accelerates the functional urethral and vaginal recovery after SVD.

## Supplementary Information

Supplementary Information.

## Data Availability

All RNAseq data is available at https://www.ncbi.nlm.nih.gov/geo/ with Accession Number GSE222561. For accessing the dataset, enter token slcdmyoyphcbbaj into the box.

# Supplementary material for: VEGF overexpressed mesoangioblasts enhance urethral and vaginal recovery following simulated vaginal birth in rats
**Source:** Sci Rep. 2023 May 27;13:8622. doi: 10.1038/s41598-023-35809-x
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplementary information**

Marina G. M. C. Mori da Cunha^1,2*^, Bernard K. van de Veer^3^, Giorgia Giacomazzi^4^, Katerina Mackova^1,2,5^, Laura Cattani^1,2^, Kian Peng Koh^3^, Greetje Vande Velde^6^, Rik Gijsbers^7,8^, Maarten Albersen^9^, Maurilio Sampaolesi^4^, Jan Deprest^1,2,10^

^8^ Leuven Viral Vector Core, KU Leuven, Belgium

**Supplementary material and methods**

**S1. Mesoangioblasts isolation and transduction**

Skeletal muscles from both hind limbs were harvested, processed and characterized as previously described [1]. Briefly, tissue biopsies were minced in ~2 mm size pieces and plated on collagen coated 6 cm dishes. After 10 to 14 days alkaline phosphatase positive cells were sorted. MABs were cultured at 37°C in a 5% CO_2_, 5% O_2_ humidified incubator in DMEM supplemented with 20% FBS, 1% Pen-Strep, 1% L-glutamine, 1% sodium pyruvate, 1% non-essential amino acids, and 0.2% b-mercaptoethanol, (all reagents from GIBCO, City, State, USA). To enable tracking MABs after injection *in vivo* and in real time, and to prove cell viability, MABs were transduced with a lentiviral vector LV_CMV-eGFP-T2A-fLuc or, in the third experiment, LV_SFFV-VEGF165-T2A-tCD34 (VEGF165 cDNA co-expressed with a truncated form of CD34) constructed at 1:100 concentration for 48 hours (virus titer 2.34e+08 TU/mL), and subsequently sorted as GFP^+^ fraction. All vectors are constructed and produced by the Leuven Viral Vector Core as described earlier[2].

**S2. Cytokine array**

Supernatants from MABs^allo^ and MABs^allo-VEGF^ were collected after 48h of culture. Fresh culture medium was used as control. Protein were extracted using RIPA lysis and extraction buffer. Array membranes, each in separate wells of an 8-well plate, were incubated for 30 min of blocking buffer~~.~~ After the membranes were thoroughly washed with wash buffer I and II, of biotin-conjugated antibodies at 1:1000-fold dilution was added to each membrane, and the mixture was incubated on a rotator at 4^o^ C overnight. Primary antibodies were washed and the membranes were incubated with a 1:1000 dilution of HRP-conjugated streptavidin for 2 hours at room temperature. Proteins were detected by detection buffer C and D provided in kit and signals were captured by CCD camera (.10 min of exposure time). Detection of spots using chemiluminescence were acquired using a Biorad Chemidoc XRS+. The intensity of each dot was quantified using ImageJ with “dot blot analysis” pipeline. The signal was normalised to the average of positive control signals in each membrane for comparison of between arrays.

**S3. Surgical procedure**

***Simulated Vaginal Birth***

The animal experiments were evaluated and approved by the Animal Ethics Committee of the KU Leuven (P271-2015) and were performed according to international guidelines. Sixty-three female virgin Sprague-Dawley rats of 12-week-old (250–300 g) were used. Rats underwent either a simulated childbirth injury by pudendal nerve crush and vaginal distension (PNC + VD; n = 42) or sham (n = 15). Anaesthesia was performed in an induction chamber with 5% of Isoflurane (Iso-Vet^®^; Piramal Healthcare UK Ltd, Morpeth; United Kingdom) and maintained with a combination of ketamine (65 mg/kg) (Nimatek^®^; Eurovet Animal Health B.V.; Bladel; Nederland), buprenorphine (0.05 mg/kg) and xylazine (10 mg/kg) (Xyl –M^®^; VMD; Arendonk; Belgium). After the skin was disinfected with polyvidone iodine 7.5% (Braunol^®^; B. Braun Medical, Machelen, Belgium) the animal was draped in a sterile manner and kept on a heating pad until recovery. To induce PNC injury, an incision was made in the dorsolumbar area; the pudendal nerve was identified in the ischiorectal fossa and crushed twice with a needle holder for 30 sec. For simulated VD, a modified 10Fr Foley catheter was inserted into the vagina and the balloon was inflated to 3 mL for 4 h. All animals were kept on a heating pad during surgery and recovery. For post-operative pain-relief, buprenorphine was administered IP for 2 days (0.1 mg/kg, BID).

***MABs administration***

Animals were kept under general anesthesia during administration of cells with 1.5% isoflurane in 100% oxygen at 1.5 L/min. Cells were administered into the aorta. First a ventral midline laparotomy was performed. Next, the internal iliac was dissected (for the clamp placement) and a loose ligature was placed close to the aorta bifurcation to facilitate the insertion of the needle later on. In order to direct the flow of the injected cells towards the pelvic organs, both internal iliacs were occluded with a vascular clamp for 10–20 s. Antegrade catheterization at a 45°angle was performed using a 33 G needle (Acu-Needle, Acuderm, Fort Lauderdale-FL, USA) directly into the aorta and the treatment was administered. After injection, the needle was removed, and the injection site was compressed with a resorbable collagen membrane (Lyostypt®, B. Braun, Aesculap, Tuttlingen, Germany). The abdominal wall was closed with a 3-0 monofilament polypropylene suture in two layers (Prolene, Ethicon, Zaventem, Belgium). Rats also received heparin (400 UI/kg; IM) 1h before injection of cells, and 1 minute before injection the vasodilator isosorbide dinitrate (1 mg/kg; IV).

**S4. Vaginal strip contractility**

Smooth muscle-strip contractility was determined using a standardized protocol [3]. The middle segment of the vagina was chosen, since that contains more smooth muscle tissue than the other segments. Once the response to KCl reached a plateau, the tissue was washed with Krebs solution three times every 10 min until a stable baseline was reached again. Then the strip was exposed to cumulative doses of a non-selective muscarinic receptor agonist carbachol (CA) (Sigma-Aldrich) starting at 10^-8^ to 10^-4^ M to assess receptor function. The contractile responses were normalized to tissue wet weight and to the maximum KCl response for the CA protocol. Dose-response curves were fitted and the half maximal effective concentration (EC_50_) was calculated.

**S5. Immunohistochemistry and morphometric analysis**

Whole pelvic floor organs were fixed in formalin, embedded in paraffin and cut into 5µm sections. Alpha smooth muscle actin (α-SMA) staining was used to assess smooth muscle, Fast Myosin, a marker of type II muscle fibers, CD-34, a marker for endothelial cells, to assess vasculature and GAP-43, an axonal sprouting marker, used to evaluate peripheral nerve regeneration. After deparaffinization, endogenous peroxidase activity was blocked with 0.5% H_2_O2 in PBS for 20 min at room temperature. Sections were then heated at 98°C for 1 hour in citrate buffer (10 mmol/L, pH 6) or TRIS-EDTA to enhance antigen retrieval. Non-specific binding was minimized by incubating sections in 1% BSA and 2% milk in PBS-0.1% tween 80 for 30 min. Sections were then incubated overnight at 4°C with the primary polyclonal antibodies against α-SMA at 1/500 (ab5694, Abcam, Cambridge, UK); Fast myosin at 1/250 (m4276, Sigma), CD34 at 1/1000 (EP373Y, ab81289-Abcam) and Gap-43 at 1/500 (EP890Y, Abcam). Negative controls included buffer alone. For GAP-43 and CD34 specific labeling was detected with EnVision/HRP Detection Kit (DAKO). The color reaction was developed with 3,3'-diaminobenzidine (Sigma-Aldrich, Diegem, Belgium) and sections were counterstained with Mayer hematoxylin. Sections were then dehydrated through graded ethanol, cleared in xylene, and mounted in dePex (BDH, vWR international, Haasrode, Belgium). For immunofluorescence staining, secondary antibodies used included Alexa 488 and Alexa 594 (1/500, Invitrogen). Nuclei were stained with 4’, 6-diamidino-2-phenylindone (DAPI).

Images were acquired using Axioplan 40 microscope (Zeiss, Oberkochen, Germany) using ZEN2 lite software (Carl Zeiss GmbH). All morphological analyses were performed using ImageJ software. Four to six fields of the urethra and the vaginal wall were assessed per staining (×40 magnification). The digital color images were segmented (color deconvolution plugin) and further binarized in order to measure the percentage of the area stained in brown (GAP-43, CD34). For immunofluorescence, area stained in green was used for α-SMA and red for Fast actin. Results are displayed as percentage of the area stained.

**S6. mRNAseq library preparation and analysis**

Urethral tissue (n=4/group) was homogenized in TRIPURE Isolation Reagent (Roche; Vilvoorde; Belgium) followed by purification with the RNEasy system (Qiagen, Valencia, CA, USA). Libraries were prepared with the Lexogen QuantSeq 3' mRNA-Seq library prep kit according to the manufacturer protocol. Samples were indexed to allow for multiplexing. Library quality and size range was assessed using a Bioanalyzer (Agilent Technologies, California, USA)  with the DNA 1000 kit (Agilent Technologies). Libraries were subsequently sequenced on an Illumina HiSeq4000 instrument. Single-end reads of 50 bp length were produced with a minimum of 1M reads per sample.

Quality control of raw reads was performed with FastQC v0.11.7 (available online at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Adapters were filtered with ea-utils fastq-mcf v1.05 (Erik Aronesty (2011), ea-utils: “Command-line tools for processing biological sequencing data”; https://github.com/ExpressionAnalysis/ea-utils). Splice-aware alignment was performed with HiSAT2 [4] against the Rattus Norvegicus reference genome Rnor6.0 with default arguments. Reads mapping to multiple loci in the reference genome were discarded. Resulting BAM files were handled with Samtools v1.5 (Li et al, Bioinformatics, 2009). Quantification of reads per gene was performed with HT-seq Count v2.7.14 [5].

Count-based differential expression analysis was done in R (v4.02) using the package DESeq2 [6]. Reported p-values were adjusted for multiple testing with the Benjamini-Hochberg procedure, which controls false discovery rate (FDR), and log fold changes corrected using “ashr” method [7]. The PCA plot (figure 5A), hierarchical euclidian distance matrix, and normalization of gene-counts were made also using DESeq2. GO-term enrichment was performed using the clusterProfiler package [8]. Heatmaps were made with the ComplexHeatmap package [9].

**References**

[1] M.G.M.C. Mori Da Cunha, G. Giacomazzi, G. Callewaert, L. Hympanova, F. Russo, G. Vande Velde, R. Gijsbers, M. Albersen, M. Sampaolesi, J. Deprest, Fate of mesoangioblasts in a vaginal birth injury model: Influence of the route of administration, Sci. Rep. 8 (2018) 1–10. doi:10.1038/s41598-018-28967-w.

[2] R.G. Ibrahimi,Abdelilah; vande Velde, Greetje; Reumers, Veerle;Jaan Toelen, Irina Thiry, Caroline Vandeputte, Sofie Vets, Christophe Deroose, Guy Bormans, Veerle Baekelandt, Zeger Debyser, Highly Efficient Multicistronic Lentiviral Vectors, Hum. Gene Ther. 20 (2009) 845–860.

[3] G. Callewaert, M.G.M.C. Mori da Cunha, K. Dewulf, M. Albersen, J. Deprest, Simulated vaginal delivery causes transients vaginal smooth muscle hypersensitivity and urethral sphincter dysfunction, (2020) 898–906. doi:10.1002/nau.24295.

[4] D. Kim, J.M. Paggi, C. Park, C. Bennett, L. Steven, Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype, Nat. Biotechnol. 37 (2020) 907–915. doi:10.1038/s41587-019-0201-4.Graph-Based.

[5] S. Anders, P.T. Pyl, W. Huber, Genome analysis HTSeq — a Python framework to work with high-throughput sequencing data, 31 (2015) 166–169. doi:10.1093/bioinformatics/btu638.

[6] M.I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2, (2014) 1–21. doi:10.1186/s13059-014-0550-8.

[7] M. Stephens, False discovery rates : a new deal, (2017) 275–294. doi:10.1093/biostatistics/kxw041.

[8] T. Among, G. Clusters, G. Yu, clusterProfiler : an R Package for Comparing Biological, 16 (2012) 284–287. doi:10.1089/omi.2011.0118.

[9] Z. Gu, R. Eils, M. Schlesner, Genome analysis Complex heatmaps reveal patterns and correlations in multidimensional genomic data, 32 (2016) 2847–2849. doi:10.1093/bioinformatics/btw313.

**Supplementary Figures**

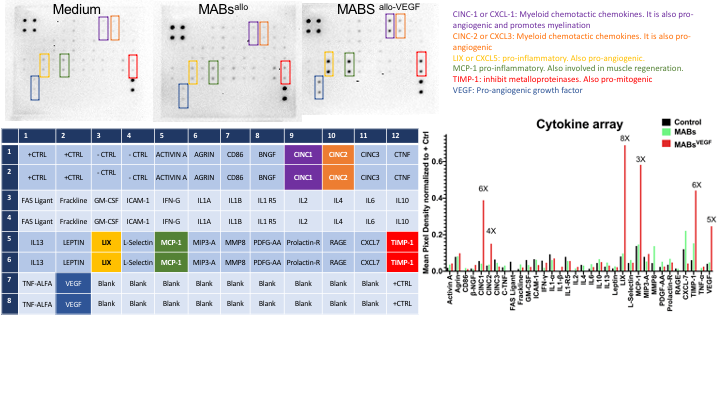

# Supplementary figure 1: Growth factor and cytokine secretion by MABS^allo^ and MABs^allo-VEGF^. MABs^allo-VEGF^ enhanced the secretion of CXCL1 (6x), CXCL3 (4x), CXCL5 (8x), MCP1 (3x), TIMP1 (6x) and VEGF (5x) compared to untransduced MABs^allo^. Targets:  Activin A, Agrin, B7-2/CD86, β (BNGF), C-X-C motif chemokine 1 (CXCL-1 or CINC1), C-X-C motif chemokine 3 (CXCL-3 or CINC2), C-X-C motif chemokine 2 (CXCL-2 or CINC-3), CNTF, Fas Ligand, Fractalkine, GM-CSF, ICAM-1, Interferon γ (IFN-G), Interleukin 1 α and β (IL1a and IL1b), Interleukin 1 receptor 5 (IL1R5), Interleukin 2 (IL2), Interleukin 4 (IL4), Interleukin 6 (IL6), Interleukin 10 (IL10), Interleukin 13 (IL13), Leptin, C-X-C motif chemokine 5 (CXCL5 or LIX), L-Selectin, Monocyte Chemoattractant Protein-1 (CCL2 or MCP-1), macrophage inflammatory protein-3α (MIP3-A), Metalloproteinase 8 (MMP8), Platelet-derived growth factor-AA (PDGF-AA), Prolactin R, Receptor for Advanced Glycation Endproducts (RAGE), CXCL7 (Thymus Chemokine-1), tissue inhibitor of metalloproteinases 1 (TIMP1), Tumor necrosis factor α (TNF-a), Vascular endothelial growth factor (VEGF). Data from 48h cytokine secretion.

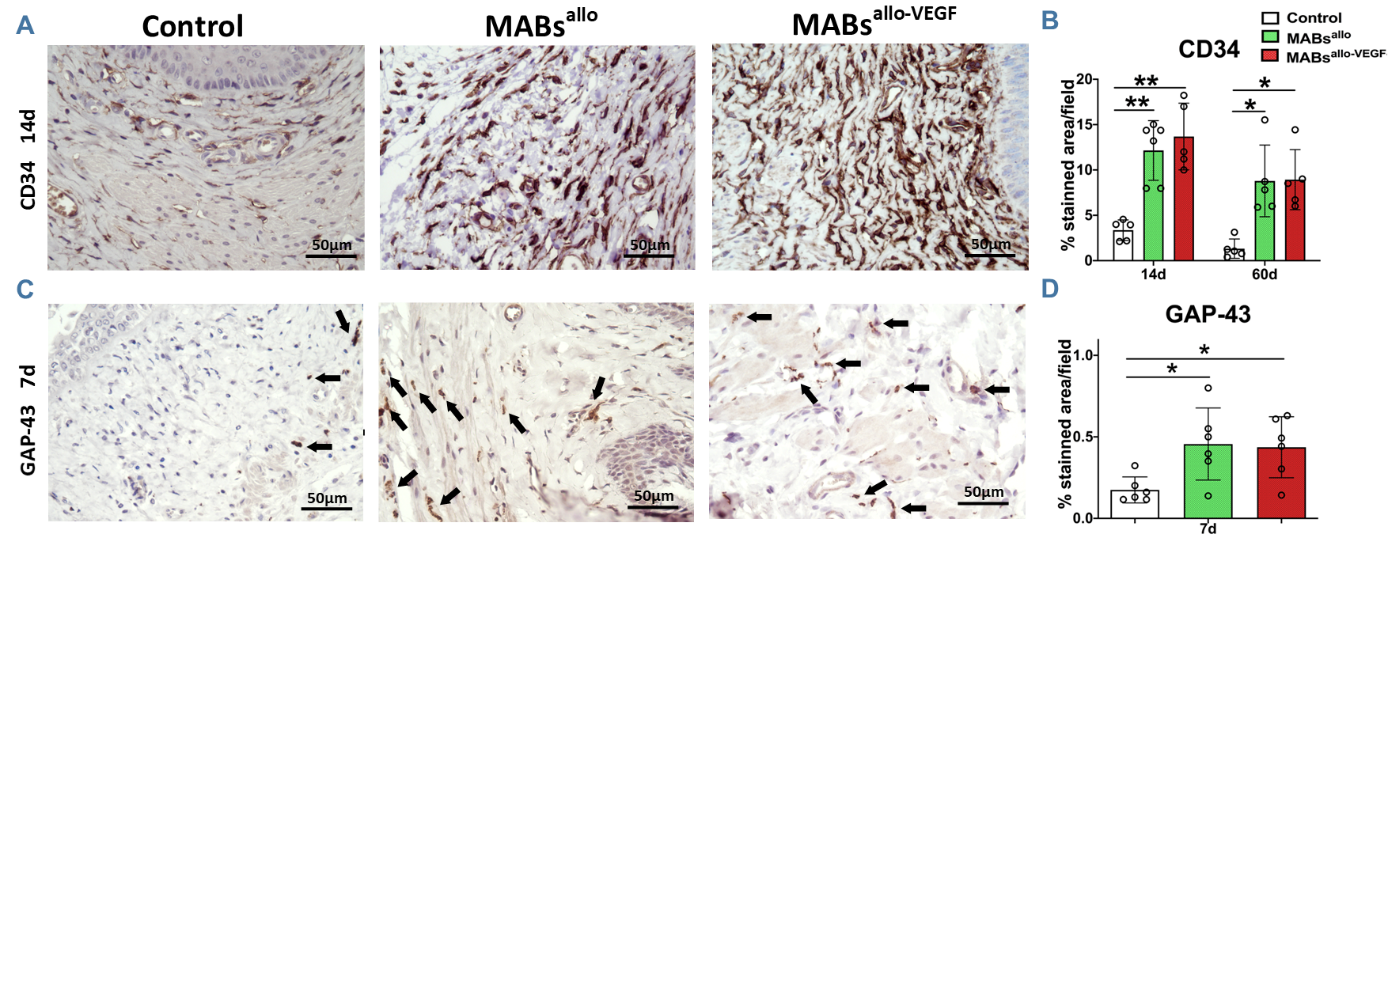

**Supplementary Figure 2.** **MABs improve neovascularization and promote axonal sprouting in the vagina following simulated vaginal birth.** A) Representative images of immunostaining for the endothelial cell marker (CD34) in the mid-vagina. B) Histograms of CD34 morphometric analysis. MABs^allo^ and MABs^allo-VEGF^ increased neovascularization of the vagina compared to controls at 14d and 60d after injection. C) Representative images of immunostaining for nerve sprouting (GAP43) of the mid-vagina at 7d after injection. D) Histograms of GAP-43 morphometric analysis. At 7d, MABs^allo^ and MABs^allo-VEGF^ rats showed a higher immunostained area for axonal sprouting compared to controls. Abbreviations: *p < .05, ** p< .001; MABs^allo^: allogeneic mesoangioblasts; MABs^allo-VEGF^: VEGF-overexpressed allogeneic mesoangioblasts; control group: saline injection. Data are shown as mean and StDev and individual data points.

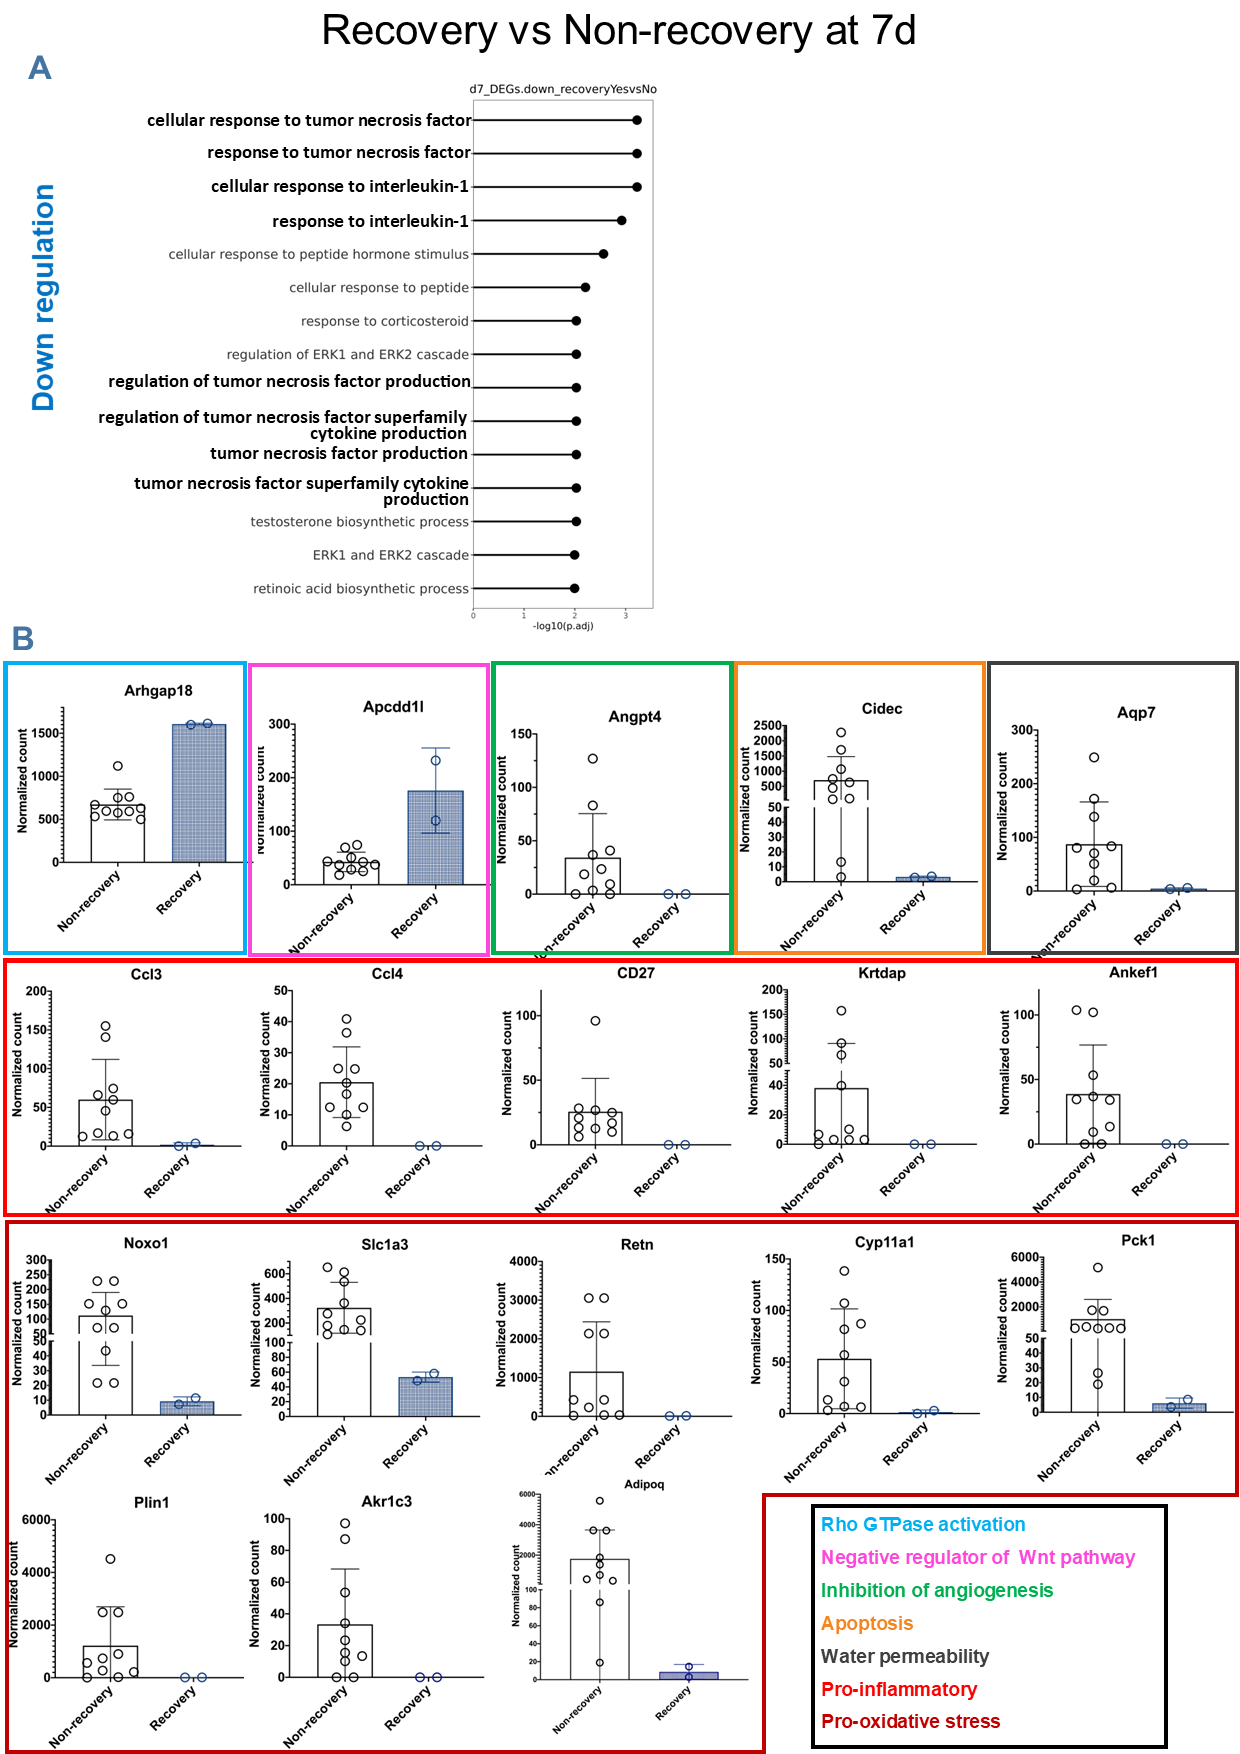

**Supplementary Figure 3. Recovered animals showed modulation of inflammatory and oxidative stress response A)** Top 15 biological process GO-terms associated with downregulated DEGs between non-functionally recovered urethras and functionally recovered urethras. B) Normalized gene count of individual genes involved in actin cytoskeleton organization (*Arhgap18*), negative regulator of Wnt pathway (*Apcdd1l*), inhibition of angiogenesis (*Angpt4*), apoptosis (*Cidec*), water permeability (*Aqp7*), and pro-inflammatory response (*Ccl3, Ccl4, CD27, Krtdap, Ankef1*) and pro-oxidative stress (*Noxo1, SLC1a3, Retn, Cyp11a1, Pck1, Plin1, Akr1c3 and Adipoq*). Data are shown as mean and StDev and individual data points.

How the deposited data were processed for this re-analysis (not part of the article)

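Urethral samples of rats given saline, MABs allo or MABs allo-VEGF and collected 3d or 7d after SVD were sequenced by the authors as 3ʹ mRNA libraries, 4 samples in each of 6 groups. Groups, days and replicates were taken from the labels of the samples, which also name MABs allo-VEGF replicates 6 and 7 at 7d as recovered. The authors trimmed the reads with fastq-mcf, aligned them to Rnor6.0 with HISAT2, discarded multi-mapped reads, counted reads per gene with HT-seq Count and divided the counts of each sample by its DESeq2 size factor. The deposited signal is therefore a normalized gene count and not a raw count.

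The deposited table holds 32883 genes and 24 samples. In each sample the values were whole multiples of the lowest step, and 100% of them came out as whole reads. The ratio of the steps between samples was that of the size factors DESeq2 computes from these reads. Samples had 2170695 to 10166052 reads, and 1 read was worth 1.67 to 9.23 normalized counts. A gene with 3 reads or fewer in every sample of a group was treated as at the limit of detection. Of the table's genes, 2672 repeat a symbol of another gene, and they were kept apart by Ensembl identifier. No genome annotation of this build was used, and so no positions are given.

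Values were tested as log2(normalized gene count + 1) with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend), two-sided with Benjamini-Hochberg adjustment. Genes with a mean normalized gene count of at least 2 entered 1 fit of the 6 groups. The comparison of recovered with other urethras used the 12 samples of 7d. DEGs had an adjusted p below 0.05 and a log2 fold change beyond 1, the thresholds of the paper. The paper's own test, DESeq2 with log fold changes shrunk by ashr, was run on the recovered reads with DESeq2 1.42.0 and ashr 2.2.63, and edgeR 4.0.16 was run with its quasi-likelihood test and TMM factors. Together with a pseudocount of 5, no filter, a filter at 10, quantile normalization, scaling to the same total, sample quality weights, only the groups compared, the replicate number as a block, the samples shown in the figures and leaving out each sample in turn, these alternatives and the main tests were fixed before the data were examined. The DESeq2 and edgeR tests on the samples of the figures, thinned reads, a fit without 24 genes and the values of single genes in the samples of the figures were chosen after seeing the data. The ashr optimiser could stop short of the maximum likelihood, so the best of 12 repeated fits was kept, a step added after the results were seen. The correction for gene length was not run.

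PCA used the 500 most variable genes on the same scale. Scores were compared with two-sided exact permutation tests. The scale differs from the rlog transformation of the paper. The samples that the figures show were found from the positions of the points in Fig. 5B. Genes named in the text are those the paper names from mRNAseq in its text, legends, Figs. 4 to 6 and Supplementary Fig. 3, Vegfa and Cd34, and for each comparison the 3 largest rises and 3 largest falls among DEGs whose groups did not overlap.

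The GO enrichment was not repeated. In its place 19 lists of gene names were tested with limma's camera with a preset correlation of 0.01 and, as an alternative, with fry. The lists were myogenic differentiation, mature skeletal muscle fibre, smooth muscle, adipocyte, erythroid, macrophage and inflammatory, B and T cell, Schwann cell and myelin, squamous and urothelial epithelium, endothelial, hypoxia response, antioxidant and detoxification, dendrite development, chromatin modifiers, cytosolic ribosomal proteins, mitochondrially encoded genes, histones and nuclear-retained long noncoding RNA, of which the last had no member in the table. The result of 1 further list is not reported here.

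The tests were checked on simulated data in which 200 of 14160 genes were changed by 2 on the log2 scale. limma recovered 199 of them with 7 unchanged genes called, DESeq2 199 with 1, DESeq2 with ashr 197 with 0 and edgeR 199 with 4. In a simulated comparison with no change each called 0. The simulated genes varied independently with the same dispersion, and the changed genes were taken from those with higher counts. Variation between samples that many genes share was not simulated, and so the check does not cover it. Other splits of the samples into groups of the same sizes were tested, all of them where there were at most 100 and otherwise 100 drawn at random.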

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

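The tests of a library property shared with the 7d samples, of exchanged labels, of the vector's CD34 and of the shift that 24 genes can cause were chosen only after the results were seen. A sample is listed when its gap to the nearest sample of its group is larger than Dixon's critical value for 4 samples allows, as a share of their range. Of 114 groups of values tested this way 9 were listed, while 1 in 20 is what chance gives.

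4 of the 9 concern the 2 samples that Fig. 5B leaves out. In saline 3d replicate 6 the normalized gene count of Dnmt3a was 344.3, against 189.4 to 204.1 in the other saline samples, and that of Arhgap31 was 65.42, against 0 to 3.574. In MABs allo-VEGF 3d replicate 4 Kdm6a had 262.7 normalized counts, against 900.1 to 963.6, and Hbb 35554, against 237.9 to 991.8. An exchanged label may explain both, and was tested over 1609 genes raised in both cell-treated groups of the figures. Saline 3d replicate 6 lay within the range of the 7 cell-treated samples at 52.4% of these genes and below it at 759, and within the range of the 3 saline samples at 9.2%. MABs allo-VEGF 3d replicate 4 lay within the range of the 3 saline samples at 44.1% and above it at 866, and within that of the 7 cell-treated samples at 13.1%. Each rests on 1 library at genes chosen without it, and so an exchanged label, a failed injection and a difference between rats cannot be told apart here.

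The other 5 samples stand alone in 1 value each. Saline 7d replicate 2 had 15016 genes detected, against 14564 to 14615 in its group. MABs allo 7d replicate 11 had 10166052 reads, against 5478333 to 5701449. Igf2 was at 508.8 normalized counts in MABs allo 3d replicate 2 (433.1 to 439.4 in the others), Sox2 at 3145 in MABs allo 3d replicate 1 (957.4 to 1265) and Lep at 1457 in MABs allo 7d replicate 13 (3.311 to 130.1). No explanation, technical or biological, was tested for these, and their number is near what chance gives.

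More genes separated cell-treated from saline urethras at 3d than at 7d. In the samples of the figures, 579 genes passed the test of this interaction for MABs allo and 585 for MABs allo-VEGF. Over all 24 samples both counts were 0, with 2212 and 1341 genes at an unadjusted p below 0.05, and since the count is 0, the 100 of 100 splits of all 24 samples that gave at least as many decide nothing. In the samples of the figures 5 of 100 splits gave at least as many for MABs allo and 8 of 100 for MABs allo-VEGF, the real one included. Splits that keep the real groups of 3d, or exchange them as a whole, keep the 3d difference, and 4 of 4 and 8 of 9 of these gave as many, against 1 of 96 and 0 of 91 of the others. These splits therefore do not decide whether the difference between the days arose by chance. Among the technical explanations of the 3d difference in the figures' samples, a lower depth of the cell-treated libraries is argued against, since 2405 DEGs of MABs allo vs saline (2213 of them shared with the original 2951) were found after every library was thinned to 2170695 reads. A group of 24 genes taking many reads is argued against as the whole cause. They took 14.6% to 25.7% of the reads in MABs allo and 0.7% to 2.6% in saline, which can shift other genes by at most 0.42 in log2, and 2347 DEGs of MABs allo vs saline (1918 up and 429 down) lay more than this beyond the threshold of 1. Without these genes and with size factors recomputed there were 2950 DEGs (2944 shared), but such size factors are medians over genes and hardly respond to 24 of them. The balance of rises and falls depends more on the scaling. Scaling all 24 samples to the same total changed the split of MABs allo vs saline from 1531 up and 466 down to 1102 and 1021.

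The gene ENSRNOG00000043866, which the paper does not discuss, had a log2 fold change of 4.16 in MABs allo vs saline at 3d in the samples of the figures. The deposited data name it AY172581.24, and it is 1 of the 24 genes above, which share the stem of that name. What these genes are was not determined here, and the list of mitochondrially encoded genes does not hold them. ENSRNOG00000043866 took 12.1% to 20.7% of the reads of MABs allo samples at 3d and 15.6%, 20.6%, 17.3% and, in replicate 4, 3.46% of those of MABs allo-VEGF. In saline at 3d it took 7.31% in replicate 6 and 0.409%, 1.34% and 2.11% in replicates 8, 9 and 10, and at 7d 0.269% to 1.14% in all 12 samples. Over the 12 libraries of 7d, its share was related to the mean of the 1609 genes raised at 3d (Pearson's r 0.90, p = 2e-05 by permutation with 100000 resamples, Spearman's rho 0.86, p = 0.00056 by permutation, two-sided). Without the 2 libraries farthest from the median r was 0.90, after subtracting group means it was 0.86, and this was the only relation computed. A library property such as RNA quality or the share of unspliced RNA that also varies among the 7d libraries, within groups too, is therefore a candidate explanation of a part of the 3d difference, as a hypothesis found in these data. A response of the tissue to the cells at 3d, a difference in processing between the groups at 3d and such a property stay open, since the labels give no batch.

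Hbb and Hba-a2 were lower in cell-treated urethras at 3d, and less blood in those samples is a candidate explanation. Of 6 erythroid genes that the paper does not name, 5 were lower in MABs allo vs saline in the figures' samples, with a median log2 fold change of -1.21 (p = 0.144 from limma's camera, 0.347 from limma's fry), and 5 were lower in MABs allo-VEGF vs saline, with a median of -2.75 (p = 0.00377 from limma's camera, 0.06 from limma's fry). The tested tissue expresses 8 of the list's 10 genes, and the paper picked 2 of them. The most abundant, Hba-a1, had 297500 ± 82280 (SD, n = 3) normalized counts in saline, 110400 ± 66730 (SD, n = 4) in MABs allo and 55670 ± 59230 (SD, n = 3) in MABs allo-VEGF. This leaves less blood and lower globin expression open.

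Cd34 had a log2 fold change of 4.57 in MABs allo vs saline at 3d (adjusted p = 0.000209 from limma) and 4.18 in MABs allo-VEGF vs saline (adjusted p = 0.00123) in the figures' samples. The truncated CD34 of the VEGF vector may raise it only in MABs allo-VEGF, and the 4.57 in MABs allo, whose cells lack that vector, argues against it as the whole cause. More endothelial cells are argued against by the rest of the endothelial list. The list held 10 genes beside Cd34, of which 9 were lower, with a median log2 fold change of -0.80. With Cd34 the list had an adjusted p of 0.0203 from limma's camera and 0.266 from limma's fry. Of these Flt1 had 2034 ± 219 (SD, n = 3) normalized counts in saline and 1129 ± 304 (SD, n = 4) in MABs allo. For all 24 samples the log2 fold changes of Cd34 were 3.31 and 2.21 (adjusted p = 0.0273 and 0.232 from limma), and saline 3d replicate 6 had 771.3 normalized counts. The library property above stays open for Cd34, as does its expression by injected or host cells, which was not tested.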

How the results depend on the processing

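Counts of DEGs at 3d moved with the processing. The cause was not tested for any of the changes listed, except that fewer genes are tested under a stricter filter and fewer samples enter a fit of the groups compared. Numbers in the main setting with all 24 samples were 1997 for MABs allo vs saline, 5 for MABs allo-VEGF vs saline, 1 for MABs allo-VEGF vs MABs allo, 520 for saline at 3d vs 7d, 3 shared, and 0 for each comparison at 7d, for recovery and for both interactions.

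With a pseudocount of 5, MABs allo-VEGF vs saline at 3d gave 181, MABs allo-VEGF vs MABs allo at 3d 2 and the shared DEGs 168. Without a filter MABs allo-VEGF vs MABs allo at 3d gave 3 and recovery 3 (3 up, 0 down). With a mean of at least 10, MABs allo-VEGF vs saline at 3d gave 1, MABs allo-VEGF vs MABs allo 0 (733 at an unadjusted p below 0.05) and 1 was shared. Quantile normalization gave 0 for MABs allo-VEGF vs MABs allo at 3d (1112 at an unadjusted p below 0.05), and scaling to the same total gave 0 for MABs allo-VEGF vs saline (3323) and 0 shared. These scalings changed the split of MABs allo vs saline at 3d from 1531 up and 466 down to 1253 and 974 and to 1102 and 1021, and moved the median log2 fold change of all genes from 0.07 to -0.13 and -0.19. DESeq2 gave 397 for MABs allo-VEGF vs saline at 3d, 0 for MABs allo-VEGF vs MABs allo at 3d (762), 29 for MABs allo-VEGF vs saline at 7d, 4 for MABs allo-VEGF vs MABs allo at 7d (0 up, 4 down), 1387 for saline at 3d vs 7d, 89 and 1 for the interactions, 13 for recovery and 371 shared. With ashr these were 259, 0 (762), 23, 4, 1109, 13, 1, 9 and 249. edgeR gave 1 for MABs allo-VEGF vs saline at 3d, 0 for MABs allo-VEGF vs MABs allo at 3d (826), 988 for saline at 3d vs 7d and 1 shared. Sample quality weights gave 1497 for MABs allo-VEGF vs saline at 3d, 8 for MABs allo and 147 for MABs allo-VEGF vs saline at 7d, 3 for MABs allo-VEGF vs MABs allo at 7d, 1852 for saline at 3d vs 7d, 367 and 376 for the interactions, 3 for recovery and 1147 shared.

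With the samples of the figures there were 2213 for MABs allo-VEGF vs saline, 3 for MABs allo-VEGF vs MABs allo, 31 for saline at 3d vs 7d, 579 and 585 for the interactions and 1845 shared. On these samples DESeq2 with ashr, chosen after seeing the data, gave 1865, 0 (504 at an unadjusted p below 0.05), 26 for MABs allo-VEGF vs saline at 7d, 5 for MABs allo-VEGF vs MABs allo at 7d, 644 and 675 for the interactions and 1605 shared, and edgeR, also chosen after seeing the data, 1901, 0 (556), 282 for saline at 3d vs 7d, 297 and 265 for the interactions and 1599 shared. In a fit of only the groups compared there were 5 for MABs allo vs saline at 3d (4169 at an unadjusted p below 0.05), 0 for MABs allo-VEGF vs saline (1910), 0 for MABs allo-VEGF vs MABs allo (524), 0 for saline at 3d vs 7d (3093) and 0 shared.

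Leaving out 1 sample at a time gave 369 to 2816 for MABs allo vs saline at 3d, 0 to 1258 for MABs allo-VEGF vs saline, 0 to 4 for MABs allo-VEGF vs MABs allo, 22 to 1281 for saline at 3d vs 7d and 0 to 1037 shared. The lowest count for MABs allo was without saline 3d replicate 8. The lowest counts for MABs allo-VEGF and shared came without that sample and also without each of several others, among them saline 3d replicate 9. The highest counts for MABs allo, for MABs allo-VEGF and shared were without saline 3d replicate 6, MABs allo-VEGF replicate 4 and saline 3d replicate 6. At 7d the ranges were 0 to 1, 0 to 0 and 0 to 1, and for recovery 0 to 0. The interactions ranged from 0 to 128 and 0 to 1, the lists past the threshold from 52 to 60 and the share of PC1 from 67.5% to 72.5%.

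The share of PC1 moved from 70.7% to 38.2% with all tested genes, 75% with a pseudocount of 5 and 62.0% with quantile normalization. In place of the 55 list tests past the threshold in camera, fry gave 11, and 13 with the samples of the figures, chosen after seeing the data. Vegfa in MABs allo-VEGF vs saline at 3d had a log2 fold change of -0.01, and 0.05 with DESeq2, 0.02 with ashr, 0.15 with sample weights and 0.23 in the samples of the figures. Over 74 results of single genes, 624 values under the alternatives had the same direction and call, 69 passed the threshold only there, 24 passed it only in the main setting, and 4, those of Vegfa, changed direction.

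MABs allo and MABs allo-VEGF at 3d share replicate numbers 1 to 4. The fit with the replicate block gave 0 DEGs between them (1215 at an unadjusted p below 0.05), and same-numbered samples had correlations of 0.222, 0.151, 0.073 and 0.254 between their deviations from the group means. As 1 of these is near 0 and the labels give no common source, the samples were not treated as pairs. The correction for gene length was not run, since no annotation of this build was used. Depth limits the genes held at a bound, for which the size of a change is not known.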

Differences from the paper's values

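For MABs allo-VEGF vs saline at 3d the paper gives 1980 DEGs (1787 up, 193 down), and with all 24 samples there were 5 (5 up, 0 down, 2923 genes at an unadjusted p below 0.05). Of the alternatives set before the data were examined, sample quality weights (1497, of which 1230 up and 267 down) and the samples of the figures (2213 in total and 1857 up) came within 1.5 times the paper's total and its number up, and for the number down sample weights and the fit without MABs allo-VEGF 3d replicate 4 (166) did, while the samples of the figures gave 356. The other alternatives did not, with 0 to 397 DEGs and, with 1 sample left out, 0 to 1258. DESeq2 with ashr on the samples of the figures, chosen after seeing the values, gave 1865 (1635 up, 230 down), and edgeR on them, also chosen after seeing the values, 1901 (1449 up, 452 down).

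The paper's overlap of both 3d comparisons with saline is 1741 DEGs, and 3 were shared with all 24 samples. The samples of the figures gave 1845, and no other alternative set before the data were examined came within 1.5 times. On the samples of the figures DESeq2 with ashr gave 1605 and edgeR 1599, both chosen after seeing the values.

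For MABs allo-VEGF vs MABs allo at 7d the paper gives 16 DEGs (1 up, 15 down), and there were 0 (0 up, 0 down, 452 genes at an unadjusted p below 0.05). Sample weights and the fit without MABs allo 7d replicate 13 reached the paper's 1 up. No alternative set before the data were examined reached the total or the 15 down. DESeq2 with and without ashr gave 4 down, and DESeq2 with ashr on the samples of the figures, chosen after seeing the values, gave 5 down. For recovered vs other urethras the paper gives 33 DEGs (3 up, 30 down), and there were 0 (0 up, 0 down, 748 genes at an unadjusted p below 0.05). No filter, DESeq2 and DESeq2 with ashr reached the paper's 3 up. No alternative set before the data were examined reached the total or the number down, and DESeq2 came nearest with 13 (3 up, 10 down).

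For the other comparisons at 7d Fig. 6A gives, summed and read by eye, about 75 DEGs for MABs allo vs saline and about 91 for MABs allo-VEGF vs saline, and there were 0 of each (1014 and 1033 genes at an unadjusted p below 0.05). No alternative set before the data were examined came within 1.5 times. Sample weights gave 8 and 147, and DESeq2 0 and 29.

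The paper reports no DEGs between MABs allo-VEGF and MABs allo at 3d. There was 1 (Zcwpw2) with all 24 samples and 3 with the samples of the figures, and 0 with a mean of at least 10, quantile normalization, DESeq2 with or without ashr, edgeR, only the groups compared and the replicate block. Fig. 6A shows Slc25a42 as raised at 7d in both cell-treated groups. It was lower, with log2 fold changes of -1.35 after MABs allo and -1.33 after MABs allo-VEGF (adjusted p = 0.732 and 0.512 from limma), and lower too in each fit that left out 1 sample (-1.53 to -1.21).

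Several genes that the paper gives as changed at 3d were not DEGs with all 24 samples. For MABs allo these were Hdac1, Hbb, Hba-a2, Myh15, Foxo3, S100b and Col1a1. The samples of the figures called Hdac1, Hbb, Myh15, Foxo3 and Col1a1. Quantile normalization and the same total called S100b and Col1a1, DESeq2 with or without ashr and edgeR called S100b, and sample weights called Foxo3. Without saline replicate 6 Hdac1, Myh15 and Foxo3 were called, without MABs allo replicate 2 Col1a1, and without MABs allo replicate 4 Foxo3. Other fits lost calls among the paper's 33 genes for MABs allo. Without saline replicates 8 and 9 in turn, 3 and 15 were called, and without MABs allo replicates 1 and 3 in turn, 10 and 14. A fit of only the groups compared called 0. Hba-a2 was called under none of the settings. For MABs allo-VEGF 0 of 32 genes were DEGs with all 24 samples, 25 with the samples of the figures, 21 with sample weights, 8 with DESeq2, 5 with ashr and 3 with a pseudocount of 5. The paper's genes Il1b (log2 fold change 1.79, adjusted p = 0.0797 from limma), Gli1 (-1.58, adjusted p = 0.0511), Csf2rb (adjusted p = 0.0915), Lgals5 (-3.54, adjusted p = 0.0586), Rhou (adjusted p = 0.204), Neu2 (adjusted p = 0.176) and Hba-a2 remained without a call in the samples of the figures. Sample weights called Il1b, and DESeq2 with ashr on the samples of the figures, chosen after seeing the values, called Il1b, Gli1, Csf2rb, Lgals5 and, for MABs allo, Hdac1, Hbb, Myh15, S100b and Col1a1. edgeR on the samples of the figures, also chosen after seeing the values, called Gli1 and, for MABs allo, Hdac1, Hbb, Myh15 and S100b. These 2 settings called 28 and 24 of the 32 genes for MABs allo-VEGF. No setting called Hba-a2, Rhou or Neu2 for MABs allo-VEGF. Without saline replicate 6 there were 18 calls among the 32 genes, and without MABs allo-VEGF replicate 4 there were 19.

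At 7d none of the genes that the paper names as changed was a DEG in the main setting. For MABs allo-VEGF vs MABs allo, DESeq2 with or without ashr called Fer1l4, Ubd and Vsig2, sample weights called Ccnb1ip1, and DESeq2 with ashr on the samples of the figures, chosen after seeing the values, called these 3 and Aqp7. For MABs allo-VEGF vs saline, DESeq2 with or without ashr called Slc1a3 and Crim1, and sample weights called Atp2a3, Ccl3, Slc1a3, Cidec, Il1b, Arid5b, Crim1 and Top1. DESeq2 with ashr on the samples of the figures called Slc1a3. For MABs allo vs saline, sample weights called Akap2 and Top1. For recovered urethras, DESeq2 called Arhgap18, Apcdd1l, Cidec, Slc1a3, Retn, Pck1, Plin1 and Adipoq, with ashr, and on the samples of the figures with ashr, the same genes without Slc1a3, and sample weights called Arhgap18 and Ccl4. The paper gives MABs allo-VEGF as acting on hypoxia at 3d, and the list of 13 hypoxia genes had an adjusted p of 0.131 in the samples of the figures and 0.218 with all 24 (limma's camera).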

Other observations

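The tests of other splits of the samples and of adipocyte genes were set before their results were seen, and the rule that an account of a list needs both camera and fry to pass was chosen only after the fry results of the whole lists had been seen.

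For MABs allo vs saline at 3d, 1 of the 35 splits of the 8 samples gave as many DEGs as the real one with all 24 samples, and 1 of the 35 splits of the 7 samples did with the samples of the figures. For MABs allo-VEGF vs saline it was 2 of 35 with all 24 samples and 1 of 10 with the samples of the figures, where 3 samples against 3 cannot give a smaller share. For MABs allo-VEGF vs MABs allo at 3d it was 22 of 35 and 21 of 35, and for saline at 3d vs 7d 1 of 35 and 1 of 35. In each comparison of 7d it was 35 of 35, and for recovery 66 of 66, which decides nothing, since the real count is 0 and every split gives at least as many. For the shared DEGs with all 24 samples, 4 of 100 splits gave as many as the 3 found, and with the samples of the figures 2 of 100 gave as many as the 1845.

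Genes of adipocytes were lower in recovered urethras at 7d, and less fat tissue in these samples is a candidate explanation. The list has 16 tested genes, of which 7 are named by the paper, and the median log2 fold change was -2.69 with 0 of 16 higher (adjusted p = 2.34e-12 from limma's camera, 0.332 from limma's fry). The 9 genes that the paper does not name were all lower, with a median of -1.53, or -1.29 with genes at the limit of detection held at their bounds (p = 0.000129 from limma's camera, 0.219 from limma's fry), and so less fat tissue and lower expression of these genes in recovery cannot be told apart with 2 recovered samples. In MABs allo-VEGF vs MABs allo at 7d the whole list had a median of -2.84, or -2.29 at the bounds, with 0 of 16 higher (adjusted p = 8.09e-24 from limma's camera, 0.0278 from limma's fry), and those not named by the paper a median of -2.24, or -1.74 at the bounds, and all were lower (p = 3.2e-12 from limma's camera, 0.0021 from limma's fry). In MABs allo-VEGF vs saline at 7d the whole list had a median of -3.26, or -3.09 at the bounds (adjusted p = 4.7e-27 from limma's camera, 0.012 from limma's fry). Among the most abundant of these genes Fabp4 had 1776 ± 1054 (SD, n = 4) normalized counts after MABs allo-VEGF at 7d, 11950 ± 10020 (SD, n = 4) after MABs allo and 15790 ± 9159 (SD, n = 4) after saline. The dissected tissue is not described closely enough to separate the amount of fat taken with the urethra from a change in the urethra.

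The remaining lists are given for MABs allo vs saline at 3d in the samples of the figures, with the adjusted p from limma's camera. Mature skeletal muscle fibre genes had a median log2 fold change of 0.92 (17 of 18 higher, adjusted p = 0.0848), smooth muscle genes 0.17 (8 of 12, 0.704), adipocyte genes -1.58, or -1.03 at the bounds (1 of 16, 0.0123), and B and T cell genes -0.43, or 0.00 at the bounds (5 of 11, 0.512). Schwann cell and myelin genes had a median of -1.50 (0 of 10, 0.0112), squamous and urothelial epithelium genes 1.44 (14 of 16, 0.216), endothelial genes -0.71 (2 of 11, 0.0203), hypoxia response genes -0.24 (5 of 13, 0.156) and antioxidant and detoxification genes -0.23 (5 of 18, 0.00545). Cytosolic ribosomal proteins had a median of -0.17, or -0.14 at the bounds (30 of 89, 0.0194), mitochondrially encoded genes 0.06 (8 of 13, 0.326), histones 0.91, or 0.06 at the bounds (20 of 27, 0.0678) and erythroid genes -1.40 (1 of 8, 0.105). The mitochondrial list held only the 13 genes whose names begin with Mt-. Of the 5 of these lists with a camera value below 0.05, fry gave an adjusted p of 0.0485 for the antioxidant list, 0.324 for adipocyte, 0.22 for Schwann cell and myelin, 0.266 for endothelial and 0.687 for ribosomal protein genes, and it gave 0.0452 for histones. For MABs allo vs saline at 3d with all 24 samples, mature skeletal muscle fibre genes had a median of 1.22 (adjusted p = 0.00046 from limma's camera, 0.137 from limma's fry). Without saline replicate 8 the adipocyte median moved from -1.38 to -0.35, and the squamous and urothelial one from 1.06 to 0.02. Using all 24 samples, the macrophage and inflammatory list was higher in MABs allo-VEGF than in MABs allo at 3d at 18 of 20 genes (median 1.30, adjusted p = 1.64e-09 from limma's camera, 0.081 from limma's fry), and the median was 0.72 without MABs allo 3d replicate 1.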
